# Coordinated wound responses in a regenerative animal-algal holobiont

**DOI:** 10.1038/s41467-024-48366-2

**Published:** 2024-05-13

**Authors:** Dania Nanes Sarfati, Yuan Xue, Eun Sun Song, Ashley Byrne, Daniel Le, Spyros Darmanis, Stephen R. Quake, Adrien Burlacot, James Sikes, Bo Wang

**Keywords:** Developmental biology, Functional genomics, Photosynthesis

## Abstract

Animal regeneration involves coordinated responses across cell types throughout the animal body. In endosymbiotic animals, whether and how symbionts react to host injury and how cellular responses are integrated across species remain unexplored. Here, we study the acoel *Convolutriloba longifissura*, which hosts symbiotic *Tetraselmis* sp. green algae and can regenerate entire bodies from tissue fragments. We show that animal injury causes a decline in the photosynthetic efficiency of the symbiotic algae, alongside two distinct, sequential waves of transcriptional responses in acoel and algal cells. The initial algal response is characterized by the upregulation of a cohort of photosynthesis-related genes, though photosynthesis is not necessary for regeneration. A conserved animal transcription factor, *runt*, is induced after injury and required for acoel regeneration. Knockdown of *Cl-runt* dampens transcriptional responses in both species and further reduces algal photosynthetic efficiency post-injury. Our results suggest that the holobiont functions as an integrated unit of biological organization by coordinating molecular networks across species through the *runt*-dependent animal regeneration program.

## Abstract (web summary)

The term ‘holobiont’ refers to a multicellular organism and its microbial symbionts. Whether and how symbionts react to host injury and how cellular responses are integrated across species remain unexplored. Here, the authors report a deeply conserved animal regeneration regulatory program that links molecular networks across species in an animal-algal holobiont.

## Introduction

The concept that multicellular organisms can only exist in conjunction with their symbionts has profoundly transformed our understanding of a variety of biological processes. The term “holobiont” has been introduced to refer to the collection of a multicellular organism and its microbial symbionts. This term carries an important implication: the host and its symbionts must function together as an integrated unit of biological organization^1,2^. Supporting this, studies on holobionts have revealed impacts of multispecies integration on physiological, behavioral, evolutionary, and developmental processes^3,4^. There has been a particular focus on how symbionts influence host development, such as *Vibrio fischeri* guiding the formation of the squid’s light organ^5,6^ and *Blochmannia* rewiring Hox genes during the embryonic development of Camponotini ants^7^. Conversely, the effects of the host on its symbionts during critical developmental processes, which could significantly affect the holobiont as a whole, is of equal importance but has been less explored. Tissue regeneration is one such critical event. Regeneration is widely observed in the animal kingdom, though varies greatly among species^8,9^. Studies on animals, such as axolotl, zebrafish, planarian, and hydra, have demonstrated that regeneration involves intricate coordination across different cell types^10–12^. Considering animals as holobionts adds an additional layer of complexity as the regeneration program needs to be coordinated across species^13,14^. Understanding whether and how endosymbionts respond to the host regeneration and whether symbiont responses are modulated by the host regeneration program can unravel the mechanisms by which holobionts integrate molecular networks across species to operate as a single biological unit.

Progress in this respect has been bottlenecked by our limited capacity to measure the physiological states of symbionts. Here we overcome this challenge by studying animal-algal photosymbiosis, a common type of endosymbiotic relationship found in many regenerative animals, particularly in the groups of Porifera, Cnidaria, Acoela, and Mollusca^15^. In this relationship, the animal host benefits from the photosynthetic capabilities of algal partners, which fix carbon into organic compounds by converting solar energy to chemical energy through the photosynthetic electron transport chain^15^. Importantly, photosynthesis can serve as a gauge for algal physiology. In free living algae, photosynthesis is modulated by multiple abiotic factors including light^16^, nutrients^17^, temperature^18^, and the availability of inorganic carbon^19^. In photosymbiosis, hosts can regulate the photosynthetic output of their endosymbiotic algae by modulating the concentrations of inorganic carbon and nitrogen^20,21^, adjusting the pH of the symbionts’ microenvironment^22,23^, and changing light intensity^24^. The study of regeneration in photosymbiotic animals, though rarely explored^25^, presents a great opportunity to unravel the molecular integration between host and symbionts.

Specifically, we study the photosymbiotic acoel *Convolutriloba longifissura*, a marine worm that maintains an obligate symbiosis with *Tetraselmis* green algae^26^. The algae reside between acoel cells, making this relationship an extracellular endosymbiosis^27^. The acoels acquire their symbionts after hatching, and can transfer the algae to their clonal progeny through asexual fission^28,29^. *C. longifissura* fissions every few days, generating new individuals through regeneration of its entire body from tissue fragments^28,30^. In contrast to embryonic development^31^, regeneration proceeds in the presence of algal symbionts.

*C. longifissura* has been grossly understudied and the molecular tools available to investigate its biology are generally lacking. Therefore, we first assembled high-quality transcriptomes for both the acoel and the alga and developed a suite of tools to evaluate the host and endosymbionts’ responses during regeneration at the molecular and physiological levels. We found that, along with the expected acoel responses, the algae exhibited an abrupt decrease in photosynthetic efficiency, accompanied by large scale transcriptional changes including the upregulation of pathways related to photosynthesis, carbon concentrating mechanisms, and chlorophyll biosynthesis during early phases of regeneration. Notably, this contrasts the transcriptional changes induced by light stress in a similar timeframe, implicating that host injury triggers algal responses different from common stress responses. These early responses were followed by a second, synchronized wave of transcriptional changes at later stages of regeneration in both the acoel and the algae. Knockdown of a conserved injury-induced acoel transcription factor, *Cl-runt*^32,33^, blocked acoel regeneration, attenuated both the early and late transcriptional changes, and further decreased the operating yield of photosystem II (PSII). As the function of *Cl-runt* during acoel regeneration appears to be conserved, our results suggest that the acoel’s early wound response contributes towards integrating the responses across species within this holobiont.

## Results

### Epimorphic anterior regeneration involves algal colonization

*C. longifissura* belongs to a derived family of acoels (Fig. 1a), the Convolutidae, which is the only family of the Acoela taxon that has evolved both endosymbiosis and robust asexual reproduction^34^. The animal’s orange-red color is due to its red pigment cells and the green chloroplasts within the algal symbionts (Fig. 1b, c). The chloroplasts, autofluorescent in the red spectrum, facilitate fluorescence imaging to identify algal distribution during homeostasis and regeneration (Fig. 1d–f). Algal cells are distributed throughout the acoel’s body, primarily accumulating beneath the body wall^27^, which is a simple layer of epidermis lined with muscle and gland cells. A lower density of algal cells can also be found in the inner vacuolated parenchyma (Fig. 1d).

**Fig. 1:**
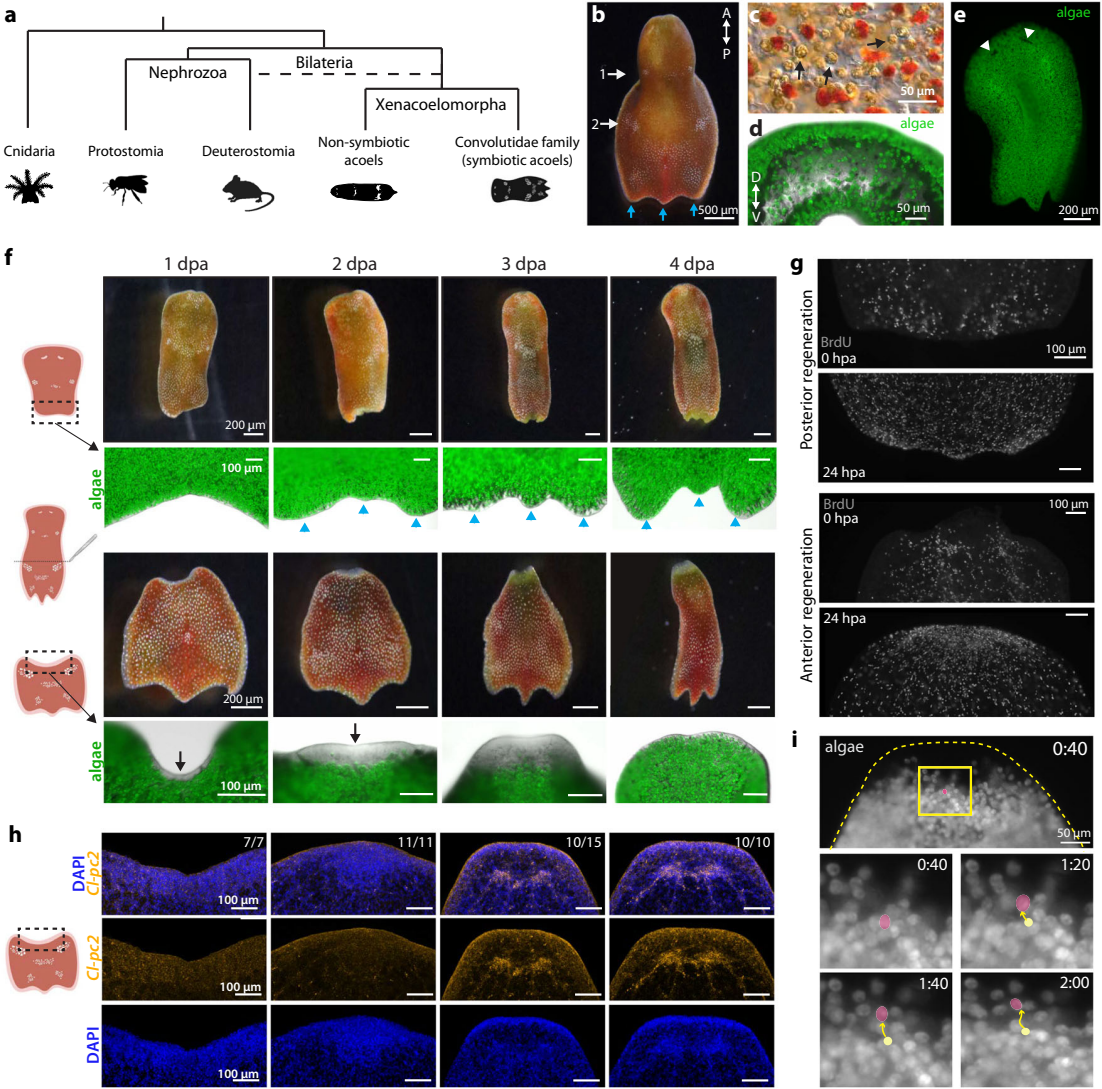
Acoel regeneration involves both acoel and algal cells. **a** Schematic of a simplified phylogeny showing the position of symbiotic acoels, which belong exclusively to the Convolutidae family. The position of the Xenacoelomorpha is still debated^92^ as a basal bilaterian or a sister group to Ambulacrarians (dotted line). **b** Photograph of the acoel *C. longifissura*. Numbers mark the pairs of white concrement granules and blue arrows point to the three tail lobes. **c** Differential interference contrast image showing the acoel cells (transparent and red cells) intermingled with green-brown algal cells (a few examples are highlighted by arrows). **d** Transverse section at the second concrement granule pair showing the distribution of algae (green) along the animal dorsal ventral axis (D-V), imaged through autofluorescence at 647 nm. **e** Algal cells are ubiquitously distributed across the host body, except the eye spots (arrowheads), which are devoid of algae. **f** Regeneration from posterior and anterior facing wounds. Top: posterior regeneration, with blue arrowheads indicating the regenerated tail lobes. Bottom: anterior regeneration with black arrows pointing at the blastema. Note the new tissue is devoid of algae until 4 dpa. **g** BrdU staining of posterior (top) and anterior (bottom) facing wound sites at 0 and 24 hpa. A buildup of BrdU^+^ cells is visible at the anterior wound at 24 hpa. **h** Fluorescence in situ hybridization (FISH) of the neuronal marker *prohormone convertase 2* (*Cl-pc2*) and nuclei staining with DAPI at various time points post-amputation. The blastema formation is evident by the accumulation of cells at 2 dpa based on the DAPI staining. Neural ganglia are regenerated by 3 dpa. Numbers represent animals in which the neural structure is consistent with the figure out of the total number of animals examined. **i** Snapshots showing algal motions at the boundary of anterior blastema at 3 dpa. Highlighted in magenta is an example of an algal cell moving towards the regenerated tissue. Yellow: original position. Time stamp is shown as minutes:seconds. The corresponding video is available as Supplementary Movie 2. Experiments were repeated at least twice (**c**, **d**, **g**, **h**) or ten times (**e**, **f**). Schematics are created with BioRender.com.

The anterior of the *C. longifissura* body contains the neural ganglion and two eye spots, while the posterior pole is characterized by a three-lobed tail. Two pairs of white concrement granules, situated laterally, are present on the acoel’s dorsal surface: one posterior to the head and the second posterior to the gut syncytium^35^ (Fig. 1b). The second pair of concrement granules coincides with the transverse fission plane^28^, at which we bisected the animals to assess the wound responses and regeneration process.

The head fragments, undergoing posterior regeneration, did not form an obvious blastema. Newly formed tails regained their characteristic three-lobed morphology at 2 days post amputation (dpa, upper panels, Fig. 1f), similar to regeneration after fission^28^. Fluorescence imaging revealed that algal cells persisted in the posterior wound and regenerating tissues (upper panels, Fig. 1f). BrdU staining, which labels cells in S-phase and their progeny after division^30^, indicated limited proliferation in the posterior wound region (Fig. 1g). These observations suggest that posterior regeneration follows a morphallactic process, wherein the preexisting tissues are remodeled to restore the original form of the animal with minimal cell proliferation^36^.

In contrast, during anterior regeneration from tail fragments, at 1 dpa, BrdU^+^ cells accumulated towards the wound site and formed a clear blastema (Fig. 1g), distinguished by its transparency due to the absence of pigment and algal cells (lower panels, Fig. 1f). Accumulation of cells in the blastema was observable with DAPI staining at 2 dpa (Fig. 1h). The new tissue expanded over the next couple of days, with head structures, including eye spots and the neural ganglion, restored by 4 dpa (Fig. 1f, h, Supplementary Fig. 1). These features of anterior regeneration are consistent with epimorphosis, where regeneration is mostly driven by cell proliferation^36^.

The blastema was initially devoid of algae, which only repopulated new tissues between 3 and 4 dpa (lower panels, Fig. 1f). Live imaging revealed that algae are motile within the acoel tissue (Fig. 1i, Supplementary Movies 1, 2). Notably, at 2 dpa, algal cells appeared to be mostly restricted from the blastema, yet by 3 dpa, they freely moved in and out of the newly regenerated tissue. As the overall algal content was stable throughout the course of regeneration (Supplementary Fig. 2), this series of observations suggests that algae colonize new tissues primarily through random dispersal of algal cells from preexisting tissues during the late stages of regeneration. Given that anterior regeneration requires tissue growth and algal repopulation, we chose it as our focus for the rest of the study.

### Photosynthetic efficiency decreases upon acoel injury

Acoels regenerated normally when kept in the dark throughout the regeneration process (Fig. 2a). Animals treated with 3-(3,4-dichlorophenyl)−1, 1-dimethylurea (DCMU), a chemical inhibitor of PSII, showed impaired PSII activity (Supplementary Fig. 3) but similar regeneration rates as controls. Longer DCMU treatment eliminated algal cells and led to animal death (Supplementary Fig. 4). These observations suggest that algal photosynthesis is required for the long-term survival of the holobiont, but dispensable for regeneration.

**Fig. 2:**
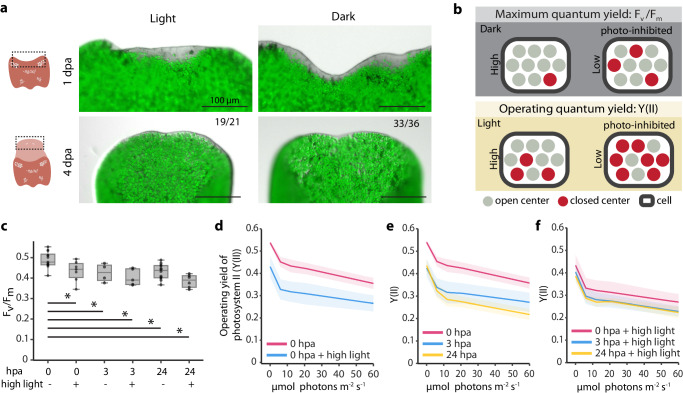
Photosynthesis is not necessary for regeneration but is affected by amputation. **a** Anterior regeneration is consistent in the presence or absence of light at 1 and 4 dpa. Algal cells (green) are imaged at 647 nm. Numbers represent animals which regenerated normally out of the total number of animals examined, experiments were repeated three times. Schematics are created with BioRender.com. **b** Schematics showing the biological interpretation of F_v_/F_m_ and Y(II). **c** Box plot showing F_v_/F_m_ of tails at different hpa, with or without light stress. For 0 hpa, samples were dark acclimated and then amputated under green light. Experiments contain 13 (0 hpa), 4 (3 hpa), 12 (24 hpa), 5 (3 hpa + light stress), 6 (0 hpa + light stress), and 7 (24 hpa + light stress) biological replicates, respectively. Boxes: upper and lower quartiles with the median marked by the middle line, whiskers: upper and lower fences, dots: individual replicates. All individual treatments are significantly different compared to ‘0 hpa’, with no significance between any other conditions (one-way ANOVA, *p* = 6.53e–5). *Tukey post hoc test, 0 hpa vs: 0 hpa + light stress, p-adj = 0.054; 3 hpa, p-adj = 0.083; 3 hpa + light stress, p-adj = 0.003; 24 hpa, p-adj = 0.001; 24 hpa + light stress, p-adj = 0.0096. Y(II) measurements at increasing actinic light intensities with and without light stress (**d**), at different time points post amputation without light stress (**e**), or exposed to 24 h high light before amputation (**f**). Experiments contain 3 (0 hpa), 4 (3 hpa), 5 (24 hpa), 7 (0 hpa + light stress), 3 (hpa + light stress), and 6 (24 hpa + light stress) biological replicates, respectively. Lines: mean; shaded regions: one standard deviation above or below. Each biological replicate consisted of 20 tails (**c**–**f**). Source data are provided as a Source Data file.

We then tested if algae respond to acoel injury by measuring photosynthetic efficiency. For this, we designed a custom acoel chamber (Supplementary Fig. 3a, b) mounted on a Pulse-Amplitude-Modulation (PAM) fluorometer that allowed us to measure the photosynthetic changes of algae at a population level. At any moment, a PSII can be available to receive electrons (open center) or unavailable (closed center, occupied or damaged). When a PSII is open and exposed to light, it accepts photons and uses them for photochemistry. When a closed center receives light, the energy is transferred to an open center, dissipated as fluorescence or heat. By measuring chlorophyll fluorescence changes, we inferred the ratio of open and closed centers^37,38^ (Fig. 2b). The maximum quantum yield of PSII (F_v_/F_m_) measures the maximum fraction of open centers after a dark incubation, allowing all undamaged centers to open, as a proxy for photo-inhibition. The quantum yield of PSII (Y(II)) measures the fraction of open centers at any given time with background light, depicting the efficiency with which light energy is converted into chemical energy^38,39^. If the photosynthetic electron transport chain gets saturated or compromised, PSII centers remain closed, reducing Y(II).

As a reference for comparison, we first determined the effects of exposure to high light, at an intensity of 150 µmol m^−2^ s^−1^, which is triple the light intensity to which the algae are acclimatized to and the upper limit before the system reaches full saturation (Supplementary Fig. 3d). We quantified F_v_/F_m_ and Y(II) on tails (amputated and immediately measured), as whole animals moved too much to be measured reliably. We compared controls kept under constant light (“0 hpa”, hours post amputation) and acoels exposed to high light for 24 h before measurement (labeled as “0 hpa + light stress”) (Fig. 2c, d). As expected, high light exposure caused a decrease in F_v_/F_m_ which was paralleled with a decrease in PSII efficiency for all actinic light intensities tested (Fig. 2c, d).

We then evaluated the effects of amputation on photosynthesis in a matched timeframe (0 and 24 hpa). We added a 3 hpa time point as animal wound responses are expected to be already pronounced at this early time^12,32,33^, which may also induce changes in algal physiology. Both F_v_/F_m_ and Y(II) decreased concordantly at 3 hpa (Fig. 2c) but only Y(II) continued to decrease at 24 hpa (Fig. 2e). The persistent decrease in Y(II) but not F_v_/F_m_ may be caused by further interference with the electron transport chain’s photoconversion capacity at this later time point without affecting the maximum fraction of functional open centers. This suggests that host injury primarily induces a decrease in the sink capacity for photosynthates downstream of PSII, thereby limiting electron flow and eventually decreasing F_v_/F_m_. It is noteworthy that light stress reduces F_v_/F_m_ typically through a different mechanism: excess light overexcites the photosynthetic machinery, saturating the photosynthetic electron transport chain and producing reactive oxygen species (ROS), which result in degradation of photosystems in a process called photo-damage^40,41^.

Light-stressed animals at 3 or 24 hpa showed barely reduced F_v_/F_m_ beyond the effect of light stress alone (Fig. 2c), while Y(II) had a minor decrease at 3 hpa without further reduction at 24 hpa (Fig. 2f). Both F_v_/F_m_ and Y(II) in amputated animals under light stress were comparable to values at 24 hpa without light stress, suggesting that the effects of high light exposure and acoel amputation are non-additive.

### De novo transcriptome assembly for the holobiont

Given that both acoel injury and high light exposure altered photosynthetic efficiency, we wondered how the molecular responses they may induce differ. To characterize gene expression changes, we needed reference transcriptomes that include genes expressed during homeostasis and after injury, which were lacking for both *C. longifissura* and *Tetraselmis* sp. Therefore, we assembled de novo transcriptomes using tissues collected throughout an early regeneration time course (Fig. 3a, Supplementary Table 1). To obtain full length mRNAs and enhance the quality of the assembly, we used Nanopore long-read sequencing to generate reads covering larger portions of transcripts with greater overlaps between fragments, which can reduce ambiguity during assembly. However, Nanopore reads had frequent errors disrupting open reading frames (ORFs) of assembled transcripts. To address this, we polished the transcriptome using Pacbio ISO-Seq and Illumina short-read sequencing of the same cDNA (Supplementary Fig. 5a, b). After removing duplicate and chimeric contigs, we obtained a final transcriptome consisting of 21,191 transcripts including both acoel and algal genes.

**Fig. 3:**
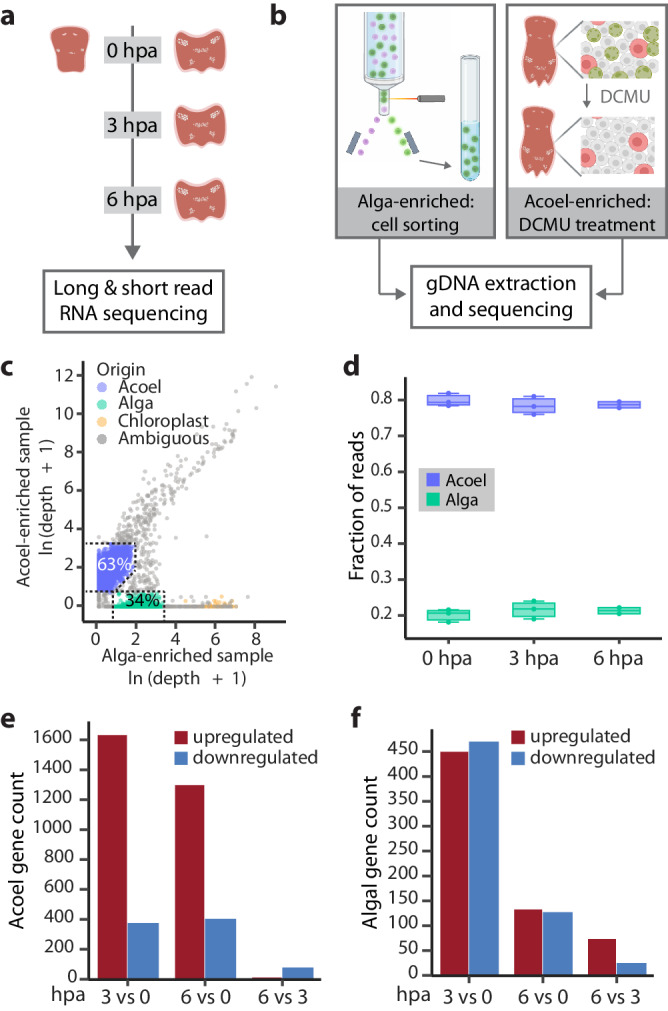
Assembly of reference transcriptomes enables the measurement of molecular wound responses in both acoel and algal cells. **a** Tails at 0, 3, and 6 hpa and heads at 0 hpa were collected for long and short read RNA sequencing to assemble reference transcriptomes de novo for both the acoel and the alga. Three replicates were obtained from 0 and 3 hpa tails, two from 6 hpa, and one from 0 hpa heads, with each replicate containing 5 animals. **b** Experimental design for identifying the species origin of transcripts through sequencing the DNA extracted from acoel-enriched and alga-enriched samples. **c** Sequencing depth of each transcript in the acoel-enriched and alga-enriched samples. Dotted lines indicate the gates used to assign acoel (blue) and algal (green) origin. The percentage of transcripts classified in each category is shown. Chloroplastic transcripts are annotated based on their high abundance in the alga-enriched sample and GO term predictions (cellular component GO term: 0009507 or 0009535, localized in chloroplast). **d** Fractions of acoel (blue) and algal (green) reads are consistent across samples and treatments, based on the Illumina short-read sequencing of tail samples specified in (**a**). Boxes represent upper and lower quartiles with the median marked by the middle line, the bars represent the upper and lower fences. Number of DEGs in acoel (**e**) and algae (**f**) at different time points post amputation (log_2_FoldChange $$\geqq$$ 0.8 or $$\leqq$$ −0.8, p-adj $$\leqq$$ 0.05, calculated with DESEQ2 using Wald test followed by Benjamini and Hochberg correction). Red: upregulated genes; blue: downregulated genes. Schematics are created with BioRender.com.

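RNA of tails collected at 0, 3 and 6 hpa was sequenced as Illumina short reads, with 3 libraries at 0 hpa, 3 at 3 hpa and 2 at 6 hpa. Each library held 5 animals, and these libraries are the replicates behind every error and test of the amputation experiment. The protocol text of the sample labels names only 0 and 3 h, while the sample titles, like Fig. 3, also name 6 h, and the titles were used. The 1 head library at 0 hpa has no replicate and was not tested. The authors trimmed the reads, aligned them with minimap2 to the de novo transcriptome and deposited counts per transcript from HTSeq. The counts totalled 8839258 to 21732952 (median 11901248) per library at 0 hpa and 11617914 to 15471195 (median 13130682) at 3 hpa, and 12565779 and 12853535 at 6 hpa. Acoel transcripts took 2281075 to 7232234 counts per tail library and algal transcripts 535406 to 2015077. Replicates differed more at 3 hpa than at 0 hpa, with a chi-square per degree of freedom of 38.1 to 215 between pairs of libraries at 3 hpa and 8.07 to 11 at 0 hpa. Acoel and algal transcripts were separated by the authors' DNA classes and tested apart, with library sizes and TMM factors taken within the species. After edgeR's filter on low counts, 12732 acoel and 6895 algal transcripts entered its quasi-likelihood test over all 8 tail libraries. A transcript rose or fell where the Benjamini-Hochberg adjusted p was at most 0.05 and the log2 fold change at least 0.8 in size, the thresholds of Fig. 3. Beside a log2 fold change, SE is a standard error taken as the size of the change divided by the square root of edgeR's F. In data simulated at these depths, a planted log2 fold change of 2 was called for 96.9% of acoel and 96% of algal transcripts, and a change of 1 for 57.6% and 57%. HTSeq set aside 12292661 to 31256993 alignments per tail library for low alignment quality, so copies of 1 gene family, such as *lhc*, *psbS* and *lcib*, may share reads and their single values are uncertain.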

To separate the transcripts based on species, we separately sequenced DNA from acoels treated with DCMU to eliminate algae (acoel-enriched sample), and flow-sorted algal cells (algal-enriched sample) (Fig. 3b, see methods). After aligning the reads to the transcriptome, we quantified the depth (the number of reads mapped to the transcript normalized by the transcript length) and coverage (the fraction of the transcript covered by sequencing reads) of each transcript in both samples (Fig. 3c, Supplementary Fig. 5c). Since the input for this experiment was genomic DNA (gDNA), transcripts encoded by the same genome should have similar sequencing depths and should be enriched in one species over the other. Based on this, we selected conservative gates to separate acoel and algal transcripts, which were also supported by the differential sequencing coverage and contrasting GC content of transcripts between the two species (Supplementary Fig. 5c, d). 

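In each tail library, between 13109 and 13238 acoel transcripts and between 7076 and 7202 algal transcripts had at least 1 count. The authors' deposited tables of the amputation experiment list 13704 transcripts as acoel and 7417 as algal. Of these, 614 and 525 have another origin in the deposited DNA classes, while the tables of the RNAi experiment hold the DNA classes alone. The DNA classes were used for both experiments.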

With this classification, we recovered 13,313 acoel transcripts and 7216 algal transcripts (Supplementary Data 1, 2). The species origin of a small number of transcripts (662) remained ambiguous (Fig. 3c), which may be encoded by high copy number genes within the acoel or algal genomes, mitochondrial and chloroplast genomes, or from bacterial and viral contamination. Among these ambiguous transcripts with high depth in the algae-enriched sample, we annotated 54 putative chloroplastic genes based on the Gene Ontology (GO) term predictions (Fig. 3c) including two homologs of the large subunit of Rubisco and multiple subunits of PSI, PSII, and ATP synthase.

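Although few, the 608 transcripts of ambiguous origin outside the chloroplast took a large share of the counts. They made up 57 to 62% of all counts in the 3 tail libraries at 0 hpa and 38.4, 74.4 and 62.1% in replicates 1, 2 and 3 at 3 hpa. At 6 hpa they made up 50.4 and 61.4% in the 2 libraries, and in the 12 RNAi libraries of 0 and 3 hpa 37.3 to 42.8%. The transcript cluster_25_pilon, annotated only as an unnamed protein product, had the highest count in every tail library, with 12.8 to 30.1% of all counts. The ambiguous transcripts were tested in neither species and entered neither species' library sizes.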

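The putative chloroplast transcripts took 128012 to 412912 counts per tail library and 28756 to 46878 per RNAi library at 0 and 3 hpa. They were left out of the algal tests, so the subunits of PSI and PSII tested here are those that DNA depth placed with the algal genome.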

Finally, we annotated the transcriptomes through BLAST and Trinotate (Supplementary Fig. 5a, Supplementary Data 3). The resulting transcriptomes have BUSCO scores comparable to other species of acoels and algae (Supplementary Table 2). The average mapping rates of Illumina sequencing reads to these transcriptomes were ~95% for all our RNA sequencing (RNA-seq) experiments, allowing us to reliably compare gene expression across conditions.

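Of the reads with an alignment class in the deposited counts, 96.3 ± 0.365% (SD, n = 3 libraries) aligned to the transcriptome in tails at 0 hpa and 95.7 ± 2.38% (SD, n = 3) at 3 hpa, with alignments of low quality included. The lowest and the highest tail library, replicates 1 and 2 at 3 hpa, stood at 93.1 and 97.6%. In the RNAi experiment, group means ran from 94.2 to 94.6% over the control and *Cl-runt* RNAi groups of 0 and 3 hpa. The authors' deposited mapped percent of the tail libraries, which takes unaligned reads as a percent of counted reads from 100, ran from 85.7 to 93.8.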

To analyze gene expression in each symbiotic species, we normalized the fractional coverage of acoel and algal transcripts separately. While the read count ratio of acoel to algal transcripts remained consistent after injury (Fig. 3d), we identified hundreds of differentially expressed genes (DEGs) in both acoel and algae at 3 hpa compared to 0 hpa, and these responses mostly persisted at 6 hpa (Fig. 3e, f). This result demonstrates that algae respond to host injury with large transcriptional changes in a time frame matching the host molecular wound responses.

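At 3 hpa against 0 hpa (n = 3 libraries each), 1692 acoel transcripts rose and 371 fell, and 473 algal transcripts rose and 504 fell. Among the largest acoel rises were a mucin-5AC-like transcript (cluster_6699_pilon, log2 fold change 3.40, SE 0.32, edgeR adjusted p = 5.65e-07) and a carbonic anhydrase-like transcript (cluster_10499_pilon), of the enzymes that interconvert CO_2_ and bicarbonate, at 2.90 (SE 0.29, edgeR adjusted p = 9.4e-07). Among the largest acoel falls were a chymotrypsin-2-like digestive protease (cluster_23562_pilon) at -2.57 (SE 0.29, edgeR adjusted p = 2.76e-06) and a riboflavin transporter (cluster_1704_pilon) at -2.24 (SE 0.15, edgeR adjusted p = 1.89e-08). In the algae, a peptidase S49 (cluster_8718_pilon) rose with a log2 fold change of 2.22 (SE 0.29, edgeR adjusted p = 5.29e-05). Acetolactate synthase (cluster_13146_pilon), the first enzyme of branched-chain amino acid synthesis, rose with 2.02 (SE 0.34, edgeR adjusted p = 0.000387). An algal aspartate aminotransferase (cluster_9427_pilon), which links amino acid and carbon metabolism, fell by 3.54 on the log2 scale (SE 0.39, edgeR adjusted p = 8.47e-06). Every library of 1 time point lay above every library of the other for 46.3% of the acoel and 33.8% of the algal transcripts tested, where chance gives 10%. Acoel transcripts took 79.9 ± 1.77% (SD, n = 3) of the acoel and algal counts at 0 hpa and 78.4 ± 2.5% (SD, n = 3) at 3 hpa. This difference of -1.48 percentage points was smaller than the spread between replicates (two-sided exact permutation test, p = 0.40, where 3 against 3 cannot go below 0.1). Taken over all counted transcripts, the acoel share lay 0.92 points higher at 3 hpa instead. Where all transcripts were scaled together, 1499 acoel transcripts rose and 600 fell, and 797 algal transcripts rose and 309 fell.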

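At 6 hpa (n = 2 libraries), 1413 acoel transcripts rose and 400 fell against 0 hpa, and 126 algal transcripts rose and 116 fell. The mucin-5AC-like transcript of the acoel stood at 4.91 (SE 0.33, edgeR adjusted p = 3.51e-08), and a serine/threonine kinase ATM-like transcript (cluster_815_pilon), of the DNA damage response, stood at 1.67 (SE 0.30, edgeR adjusted p = 0.000536). Of the algal rises, the 50S ribosomal protein L28 (cluster_25888_pilon) stood at 1.78 (SE 0.26, edgeR adjusted p = 0.000111) at 3 hpa and 1.25 (SE 0.28, edgeR adjusted p = 0.0165) at 6 hpa. Of the acoel transcripts, 1202 rose and 151 fell at both times, and of the algal transcripts 100 and 90. Independent calls would share 188 and 11.7 acoel and 8.64 and 8.48 algal transcripts. Both comparisons use the same 0 hpa libraries, which alone correlates them. The log2 fold changes at the 2 times correlated across acoel transcripts with r = 0.774, against 0.406 to 0.463 in 20 simulations with shared controls and no change. Across algal transcripts they correlated with r = 0.709, against 0.425 to 0.487. Transcripts are not independent replicates. Between 3 and 6 hpa, 10 acoel transcripts rose and 38 fell, and 64 algal transcripts rose and 14 fell. The number of algal calls at 6 against 0 hpa, 242, was 117 and 139 without tail 0 hpa replicates 2 and 4 and 26 and 133 without tail 6 hpa replicates 3 and 6. At 6 against 3 hpa, 78 algal calls became 48 without tail 3 hpa replicate 1 and 25 and 31 without tail 6 hpa replicates 3 and 6. The 48 acoel calls at 6 against 3 hpa became 22 and 12 without tail 3 hpa replicates 1 and 3 and 5 without tail 6 hpa replicate 3, and 24 with only the compared libraries fitted. From these changes, the paper concludes that the algae answer host injury with large transcriptional changes on the same time scale as the molecular wound response of the host. The libraries include no uncut animals of matched times, so injury and time of sampling cannot be told apart in these comparisons. The call of L28 in tails at 6 hpa ended without tail 0 hpa replicate 2 or 3 (1.05 and 1.28) and without any 1 of the 2 tail 6 hpa libraries (1.14 to 1.34).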

### Upregulation of photosynthesis-related genes post-injury

To identify algal pathways that respond to host amputation, we conducted a GO term analysis on the differentially expressed algal transcripts. 

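Of 58 algal transcripts tested in tails at 3 hpa and annotated with photosynthesis, 22 rose and 1 fell (22 and 1 adjusted over the list alone; limma camera adjusted p = 1.79e-07, adjusted p = 0.228 with an estimated correlation). *Ts-ppl1-3* (cluster_12853_pilon), a PsbP-like protein that in plants serves the repair of PSII, rose with a log2 fold change of 1.33 (SE 0.26, edgeR adjusted p = 0.00139). Of 27 algal transcripts annotated with chlorophyll biosynthesis, 15 rose and 1 fell (15 and 1 adjusted over the list alone; limma camera adjusted p = 1.97e-09, adjusted p = 0.228 with an estimated correlation). *Ts-chlg* (cluster_15253_pilon), the chlorophyll synthase that attaches the phytol tail, stood at 1.33 (SE 0.25, edgeR adjusted p = 0.0010) at 3 hpa and 1.41 (SE 0.27, edgeR adjusted p = 0.0069) at 6 hpa. Of 19 algal transcripts annotated with carotenoid biosynthesis, 6 rose and 1 fell (6 and 1 adjusted over the list alone; limma camera adjusted p = 0.00261, adjusted p = 0.228 with an estimated correlation). *Ts-ggpps* (cluster_18084_pilon), which makes the geranylgeranyl diphosphate used for both pigments, rose with 0.96 (SE 0.20, edgeR adjusted p = 0.00201). At 6 hpa, 3 photosynthesis and 9 chlorophyll transcripts rose (9 and 15 adjusted over the list alone). The call of *Ts-chlg* in tails at 6 hpa ended without tail 6 hpa replicate 3 (1.10).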

Multiple terms related to photosynthesis, as well as chlorophyll and carotenoid biosynthesis, were upregulated (false discovery rate, FDR $$\leqq$$ 0.1) at 3 hpa (Fig. 4a). In contrast, genes related to cell division, cell motility, and carbohydrate metabolism were downregulated (FDR $$\leqq$$ 0.1) in algae at the same time point, consistent with the observation that algae do not repopulate the wound site at these early regeneration stages.

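Of 81 algal transcripts tested at 3 hpa and annotated with cell division, 1 rose and 8 fell (1 and 8 adjusted over the list alone; limma camera adjusted p = 0.017, adjusted p = 0.228 with an estimated correlation). A serine/threonine kinase 33-like transcript (cluster_9225_pilon) of this group fell with a log2 fold change of -2.30 (SE 0.29, edgeR adjusted p = 4.04e-05). A membrane AAA-metalloprotease (cluster_345_pilon), of a family that in plants degrades damaged thylakoid proteins, rose with 1.27 (SE 0.21, edgeR adjusted p = 0.00028). The small chain of ribonucleoside-diphosphate reductase (cluster_16277_pilon), which makes the precursors of DNA, stood at -2.31 (SE 0.34, edgeR adjusted p = 0.000115). Of 68 algal transcripts annotated with carbohydrate metabolism, 1 rose and 14 fell (1 and 15 adjusted over the list alone; limma camera adjusted p = 0.0834, adjusted p = 0.377 with an estimated correlation). These include an alpha-galactosidase (cluster_17015_pilon), which cleaves galactose from sugars, at -1.83 (SE 0.51, edgeR adjusted p = 0.0172). Of 33 algal transcripts of starch metabolism, 1 rose and 5 fell (1 and 5 adjusted over the list alone; limma camera adjusted p = 0.0431, adjusted p = 0.377 with an estimated correlation). ADP-glucose pyrophosphorylase (cluster_16260_pilon), which makes the sugar donor of starch synthesis, was the starch transcript that rose, at 1.63 (SE 0.41, edgeR adjusted p = 0.0086). Of 91 algal transcripts annotated to the cilium, 2 rose and 4 fell (2 and 4 adjusted over the list alone; limma camera adjusted p = 0.0631, adjusted p = 0.228 with an estimated correlation). The cilia- and flagella-associated protein 20 (cluster_18299_pilon) stood at -1.64 (SE 0.31, edgeR adjusted p = 0.000942). The 13 transcripts of cilium movement had a median log2 fold change of 0.06 (limma camera adjusted p = 0.712). The call of alpha-galactosidase ended without tail 0 hpa replicate 2 or 3 (-1.71 and -1.53) and without tail 3 hpa replicate 1 (-1.67), and that of ADP-glucose pyrophosphorylase without tail 3 hpa replicate 1 (1.27) and with a term for the replicate number (1.21).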

**Fig. 4:**
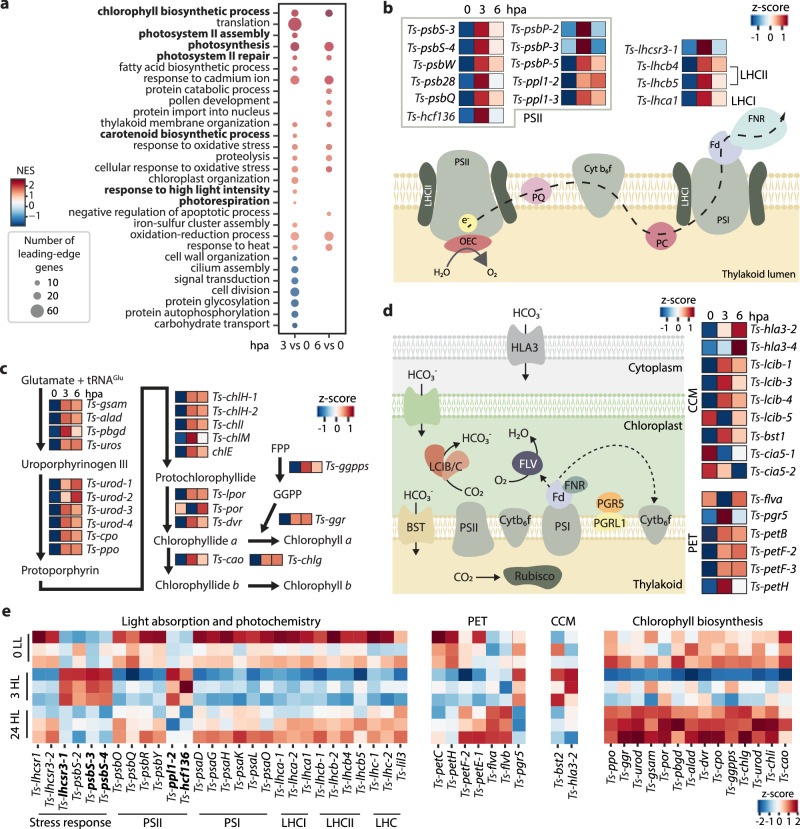
Host injury induces distinct molecular responses in algae. **a** GO term analysis of algal responses. Bolded GO terms are related to photosynthesis, chlorophyll and carotenoid biosynthesis pathways. NES: normalized enrichment scores. Diagram of the photosynthetic pathway (**b**), chlorophyll biosynthesis (**c**), carbon concentrating mechanisms (CCM), and alternative electron flow machinery (**d**), displaying DEGs (p-adj $$\leqq$$ 0.05, calculated with DESEQ2 using Wald test followed by Benjamini and Hochberg correction). Heatmaps report z-scores of average expression at 0, 3, and 6 hpa measured from three biological replicates, each containing 5 acoels. LHCII light harvesting complex of PSII, LHCI light harvesting complex of PSI, e^-^ electron, PQ plastoquinone, Cyt b_6_f cytochorme b_6_f, PC plastocyanin, FPP farnesyl pyrophosphate, GGPP geranylgeranyl pyrophosphate. **e** Heatmaps showing normalized expression of genes associated with light absorption and photochemistry, photosynthetic electron transport (PET), CCM, and chlorophyll biosynthesis under low light (0 LL, 50 µmol m^−2^ s^−1^), after 3 h exposure to high light (3 HL, 150 µmol m^−2^ s^−1^), and 24 h exposure to high light (24 HL). Each row represents a biological replicate containing 5 acoels. Bolded transcripts are affected similarly at 3 HL and 3 hpa.

Examining specific genes supporting the GO term enrichment, we found 19 genes in the photosynthetic pathway collectively upregulated at 3 hpa (p-adj $$\leqq$$ 0.05) (Fig. 4b). This list includes several components of PSII, such as the accessory subunits *Ts-psb28* and *Ts-hcf136*, thought to be required for PSII de novo assembly and repair^42,43^, and multiple homologs of *psbS*, reported to regulate light stress responses in other algae^44^. 

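Of 42 algal transcripts that the paper names as photosystem or light-harvesting genes, 12 rose in tails at 3 hpa and 0 fell (12 and 0 adjusted over the list alone; limma camera adjusted p = 0.000209, adjusted p = 0.377 with an estimated correlation). The study chose them on these samples, so this count is not independent evidence of their direction. Their log2 fold changes ran from -0.86 to 3.21, with a median of 0.43. Of 52 transcripts that the annotation places in PSI or PSII, 16 rose and 0 fell (17 and 0 adjusted over the list alone; limma camera adjusted p = 4.17e-06, adjusted p = 0.327 with an estimated correlation). Counting the genes of Fig. 4b by adjusted p alone, 18 were higher at 3 hpa. *Ts-psbw* (cluster_28571_pilon), a small subunit of PSII, rose with a log2 fold change of 0.92 (SE 0.29, edgeR adjusted p = 0.0349). *Ts-psao* (cluster_24553_pilon) and *Ts-psag* (cluster_28145_pilon), subunits of PSI, stood at -0.30 (SE 0.35, edgeR adjusted p = 0.632) and -0.21 (SE 0.23, edgeR adjusted p = 0.60). The call of *Ts-psbw* ended without tail 0 hpa replicate 2 or 3 (0.89 and 0.79) and without tail 3 hpa replicate 2 (0.51).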

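*Ts-psb28* (cluster_24646_pilon) rose in tails at 3 hpa against 0 hpa (n = 3 libraries each), with a log2 fold change of 0.97 (SE 0.26, edgeR adjusted p = 0.0131), and stood at 0.34 (SE 0.29, edgeR adjusted p = 0.595) at 6 hpa. *Ts-hcf136* (cluster_18003_pilon) rose with 1.09 (SE 0.20, edgeR adjusted p = 0.000731), from 300 ± 48.1 to 641 ± 2.61 CPM of algal counts (SD, n = 3 each). Of the *psbS* homologs, which in algae and plants serve the dissipation of excess light, *Ts-psbs-4* (cluster_21938_pilon) rose most, with 3.21 (SE 0.53, edgeR adjusted p = 0.00034), and *Ts-psbs-3* (cluster_22397_pilon) rose with 1.91 (SE 0.30, edgeR adjusted p = 0.000213). *Ts-psbs-1* (cluster_21920_pilon) and *Ts-psbs-2* (cluster_21206_pilon) stood at 0.60 (SE 0.30, edgeR adjusted p = 0.192) and -0.08 (SE 0.40, edgeR adjusted p = 0.917). The call of *Ts-psb28* in tails at 3 hpa ended without tail 0 hpa replicate 2 or 3 (0.85 and 0.91).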

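Among the PsbP family of the algae, *Ts-psbp-5* (cluster_8410_pilon) rose in tails at 3 hpa with a log2 fold change of 1.43 (SE 0.20, edgeR adjusted p = 8.8e-05) and *Ts-psbp-3* (cluster_22817_pilon) with 1.08 (SE 0.26, edgeR adjusted p = 0.00672). *Ts-psbp-1*, *Ts-psbp-2* and *Ts-psbp-4* (cluster_22642_pilon, cluster_23338_pilon and cluster_23877_pilon) had log2 fold changes of 0.46, 0.65 and 0.58 and did not pass. *Ts-psbq* (cluster_25037_pilon), which with PsbP shields the manganese cluster that splits water, rose with 0.96 (SE 0.31, edgeR adjusted p = 0.034). Of 20 transcripts of the LHC protein family, whose products bind chlorophyll around both photosystems, 6 rose and 0 fell (6 and 0 adjusted over the list alone; limma camera adjusted p = 0.00217, adjusted p = 0.388 with an estimated correlation). *Ts-lhcb5* (cluster_23283_pilon), a minor antenna protein of PSII, rose with 0.99 (SE 0.22, edgeR adjusted p = 0.0041). *Ts-lhca1* (cluster_22062_pilon), of the PSI antenna, stood at 0.52 (SE 0.24, edgeR adjusted p = 0.152). The early light-induced proteins *Ts-elip-2* (cluster_26755_pilon) and *Ts-elip-1* (cluster_19583_pilon), which in plants accumulate under light stress, rose with 3.23 (SE 0.45, edgeR adjusted p = 8.8e-05) and 1.29 (SE 0.24, edgeR adjusted p = 0.00101). The call of *Ts-psbp-3* ended with a term for the replicate number (0.99), and that of *Ts-psbq* without tail 0 hpa replicate 2 or 3 (0.75 and 0.93) and without tail 3 hpa replicate 2 or 3 (0.66 and 0.93).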

We found similar trends in enzymes responsible for stabilizing the reaction center in the oxygen evolving complex in plants and green algae, *Ts-psbP* and *Ts-psbQ*^45^, and in components of the light harvesting complexes (LHC) of both PSI and PSII, which are essential for the capacity to absorb light energy^46^ (Fig. 4b). A homolog of *light harvesting complex stress-related 3* (*Ts-lhcsr3-1*), involved in safe dissipation of excess light energy into heat in microalgae^47^ was upregulated transiently at 3 hpa (Fig. 4b).

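*Ts-lhcsr3-1* (cluster_9204_pilon) rose in tails at 3 hpa (n = 3 libraries) with a log2 fold change of 1.18 (SE 0.30, edgeR adjusted p = 0.00923) and stood at 0.21 (SE 0.33, edgeR adjusted p = 0.781) at 6 hpa (n = 2). Between 3 and 6 hpa its log2 fold change was -0.97 (SE 0.34, edgeR adjusted p = 0.215). The related stress proteins *Ts-lhcsr1* (cluster_14418_pilon), *Ts-lhcsr2* (cluster_689_pilon) and *Ts-lhcsr3-2* (cluster_19095_pilon) had log2 fold changes of 0.05, -0.44 and 0.16 at 3 hpa and did not pass. The call of *Ts-lhcsr3-1* in tails at 3 hpa ended without tail 0 hpa replicate 4 (1.07).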

We also observed 21 genes involved in chlorophyll biosynthesis upregulated after host injury (Fig. 4c). 

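Of 26 chlorophyll synthesis genes named in the paper, 17 rose and 0 fell in tails at 3 hpa (18 and 0 adjusted over the list alone; limma camera adjusted p = 1.22e-12, adjusted p = 0.228 with an estimated correlation), and 11 rose at 6 hpa (17 adjusted over the list alone). The study chose this list on these samples, so the counts are not independent evidence of its direction. By adjusted p alone, 18 were higher at 3 or 6 hpa. From the first steps of tetrapyrrole synthesis, *Ts-glurs* (cluster_3423_pilon), which charges tRNA with glutamate, rose with a log2 fold change of 1.23 (SE 0.23, edgeR adjusted p = 0.00101). *Ts-alad* (cluster_18536_pilon) rose with 1.15 (SE 0.23, edgeR adjusted p = 0.00179). *Ts-pbgd* (cluster_18814_pilon), which forms the linear tetrapyrrole, rose with 1.89 (SE 0.25, edgeR adjusted p = 5.32e-05). On the magnesium branch, *Ts-chli* (cluster_14403_pilon), a subunit of the magnesium chelatase, rose with 1.05 (SE 0.20, edgeR adjusted p = 0.00119) and *Ts-chlm* (cluster_469_pilon), a methyltransferase, with 1.33 (SE 0.22, edgeR adjusted p = 0.000323). *Ts-cao* (cluster_11133_pilon), which makes chlorophyll *b*, rose with 1.49 (SE 0.24, edgeR adjusted p = 0.000284). *Ts-por* (cluster_35_pilon), the light-dependent protochlorophyllide reductase, stood at -0.41 (SE 0.24, edgeR adjusted p = 0.275). At 6 hpa *Ts-pbgd* stood at 1.33 (SE 0.27, edgeR adjusted p = 0.00935). The call of *Ts-pbgd* in tails at 6 hpa ended without tail 6 hpa replicate 3 (0.75).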

Upregulation of components of the photosynthetic complexes and chlorophyll biosynthesis has been implicated as part of a priming program that triggers a tolerance response in stress resistance in plants^48–50^. The carotenoid biosynthesis pathway was also upregulated at 3 hpa. This pathway is known to produce pigments commonly used by a variety of phototrophic organisms for photoprotection^51^, which implies that host injury induces a photoprotective or acclimation response in the algae.

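Of 7 carotenoid synthesis genes named in the paper, 6 rose and 0 fell at 3 hpa in tails (6 and 0 adjusted over the list alone; limma camera adjusted p = 6.82e-07, adjusted p = 0.154 with an estimated correlation), in a list the study chose on these samples and thus not as independent evidence. *Ts-dxr* (cluster_15390_pilon), of the plastid pathway that makes the isoprenoid units, rose with a log2 fold change of 1.62 (SE 0.24, edgeR adjusted p = 0.000116). The desaturases *Ts-pds* (cluster_10936_pilon) and *Ts-zds* (cluster_1163_pilon), which turn phytoene into lycopene, rose with 1.46 (SE 0.23, edgeR adjusted p = 0.000184) and 0.99 (SE 0.20, edgeR adjusted p = 0.00161). The isomerase *Ts-crtiso* (cluster_3229_pilon) rose with 0.83 (SE 0.22, edgeR adjusted p = 0.0123), and *Ts-dxs1* (cluster_120_pilon), which feeds the isoprenoid pathway, stood at 0.62 (SE 0.21, edgeR adjusted p = 0.0493). At 6 hpa *Ts-dxr* stood at 0.96 (SE 0.26, edgeR adjusted p = 0.0417) and *Ts-pds* at 0.45 (SE 0.25, edgeR adjusted p = 0.363). The call of *Ts-crtiso* in tails at 3 hpa ended without tail 0 hpa replicate 2 (0.72) and without tail 3 hpa replicate 2 (0.62), and that of *Ts-dxr* in tails at 6 hpa without tail 0 hpa replicate 2 or 4 (0.80 and 0.89), without any 1 of the 2 tail 6 hpa libraries (0.67 to 1.17) and with the species of the deposited amputation tables, added after the data were seen (0.96). *Ts-dxs1* in tails at 3 hpa passed with all transcripts scaled together (0.82).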

During photosynthesis, electrons generated by photochemistry at PSII are transferred through the cytochrome b_6_f to PSI, creating high energy electrons used to reduce ferredoxin (Fd, *petF*) (Fig. 4b). The ferredoxin:NADP(H) oxidoreductase (FNR, *petH*) then generates reduced NADPH for CO_2_ fixation in the process known as linear electron flow. Both *Ts-petF* and *Ts-petH* were upregulated after injury (Fig. 4d). In addition, alternative electron flows using reduced Fd have been described, including cyclic electron flow (CEF) and pseudo-cyclic electron flow (PCEF)^52^. 

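Of the 3 ferredoxin transcripts, *Ts-petf-3* (cluster_27836_pilon) rose in tails with a log2 fold change of 1.24 (SE 0.26, edgeR adjusted p = 0.00248) at 3 hpa and 1.26 (SE 0.28, edgeR adjusted p = 0.0157) at 6 hpa. *Ts-petf-2* (cluster_20910_pilon) rose with 0.91 (SE 0.24, edgeR adjusted p = 0.0124) at 3 hpa, and *Ts-petf-1* (cluster_21094_pilon) stood at 0.60 (SE 0.24, edgeR adjusted p = 0.0905). *Ts-peth* (cluster_12154_pilon) rose at 3 hpa with 1.16 (SE 0.27, edgeR adjusted p = 0.00492) and stood at 0.43 (SE 0.30, edgeR adjusted p = 0.491) at 6 hpa. The call of *Ts-petf-3* in tails at 6 hpa ended without tail 0 hpa replicate 2 or 3 (1.07 and 1.25) and without any 1 of the 2 tail 6 hpa libraries (1.25 to 1.26), and that of *Ts-petf-2* in tails at 3 hpa without tail 0 hpa replicate 3 (0.83).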

During CEF, electrons are transported from PSI through Fd and cytochrome b_6_f back to PSI, and this activity is regulated by PGR5 and PGRL1^53^. The *Ts*-*petB* subunit of cytochrome b_6_f, and *Ts-pgr5* were upregulated after injury (Fig. 4d). 

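*Ts-pgr5* (cluster_22659_pilon) rose in tails at 3 hpa with a log2 fold change of 1.04 (SE 0.23, edgeR adjusted p = 0.00347), and *Ts-pgrl1* (cluster_12939_pilon) stood at -0.22 (SE 0.28, edgeR adjusted p = 0.662). *Ts-petb* (cluster_23164_pilon) stood at 0.75 (SE 0.22, edgeR adjusted p = 0.0232), past the threshold of the adjusted p with a fold change under 0.8, and *Ts-petc* (cluster_20920_pilon), the Rieske subunit of the same complex, at 0.44 (SE 0.22, edgeR adjusted p = 0.196). Of 12 electron flow genes named in the paper, 4 rose and 0 fell at 3 hpa (4 and 0 adjusted over the list alone; limma camera adjusted p = 0.017, adjusted p = 0.377 with an estimated correlation), a list that the study chose on these samples. *Ts-petb* passed without tail 0 hpa replicate 3 (0.91), without tail 3 hpa replicate 1 (0.92), with all transcripts scaled together (0.94) and with a term for the replicate number (0.88).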

During PCEF, the electrons are used by flavodiiron proteins for the conversion of oxygen to water^54^. After injury, we also observed an upregulation of one of the two flavodiiron genes (*Ts-flva*) at 3 hpa. These results are in contrast with the reduction of photosynthetic electron transport capacity upon injury as measured by a decrease in F_v_/F_m_ and Y(II), suggesting that algae cells may compensate for loss of photosynthetic capacity with a higher transcription of these components.

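*Ts-flva* (cluster_872_pilon) had a log2 fold change of -0.66 (SE 0.22, edgeR adjusted p = 0.0427) at 3 hpa in tails (n = 3 libraries each), and a mean of 231 ± 47.4 CPM of algal counts (SD) against 363 ± 76.4 at 0 hpa. *Ts-flvb* (cluster_11952_pilon) stood at -0.30 (SE 0.20, edgeR adjusted p = 0.327). At 6 hpa *Ts-flva* stood at -0.11 (SE 0.24, edgeR adjusted p = 0.857). *Ts-flva* in tails at 3 hpa passed without tail 0 hpa replicate 2 (-0.81).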

In order to provide sufficient CO_2_ to the CO_2_-fixing enzyme Rubisco, microalgae have evolved CO_2_-concentrating mechanisms (CCM) that transport and concentrate inorganic carbon (CO_2_, HCO_3_^-^) inside the chloroplast for its assimilation by Rubisco^52^. After amputation, three homologs of the low CO_2_-inducible proteins b (*Ts-lcib-3, −4, −5*)^55,56^, were upregulated at both 3 and 6 hpa (Fig. 4c), along with bicarbonate transporters of the plasma membrane (*Ts-hla3-2, −4*)^57^ and thylakoid membrane (*Ts-bst1*)^58^ (Fig. 4d). 

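At 3 hpa in tails, *Ts-lcib-3* (cluster_10404_pilon) and *Ts-lcib-4* (cluster_19461_pilon) rose with log2 fold changes of 0.94 (SE 0.28, edgeR adjusted p = 0.025) and 0.84 (SE 0.28, edgeR adjusted p = 0.0469), and *Ts-lcib-1* (cluster_3071_pilon) rose with 0.89 (SE 0.23, edgeR adjusted p = 0.0123). *Ts-lcib-5* (cluster_13497_pilon) stood at -0.77 (SE 0.22, edgeR adjusted p = 0.0223). *Ts-bst1* (cluster_6913_pilon) rose with 1.37 (SE 0.22, edgeR adjusted p = 0.000238) at 3 hpa and 1.00 (SE 0.24, edgeR adjusted p = 0.0227) at 6 hpa. The transporters *Ts-hla3-2* (cluster_1100_pilon) and *Ts-hla3-4* (cluster_418_pilon) stood at 0.61 (SE 0.22, edgeR adjusted p = 0.0609) and 0.28 (SE 0.21, edgeR adjusted p = 0.418) at 3 hpa and rose at 6 hpa with 0.90 (SE 0.24, edgeR adjusted p = 0.0401) and 0.85 (SE 0.23, edgeR adjusted p = 0.0457). At 6 hpa *Ts-lcib-3*, *Ts-lcib-4* and *Ts-lcib-5* stood at 0.71, 0.66 and -0.17 and did not pass. Of 14 carbon concentrating genes that the study chose on these samples, 4 rose and 1 fell at 3 hpa (4 and 1 adjusted over the list alone; limma camera adjusted p = 0.0875, adjusted p = 0.267 with an estimated correlation). The call of *Ts-lcib-3* in tails at 3 hpa ended without tail 0 hpa replicate 2 or 3 (0.86 and 0.84) and without tail 3 hpa replicate 1 (0.81). The call of *Ts-lcib-4* in tails at 3 hpa ended without any 1 of the 3 tail 0 hpa libraries (0.61 to 1.02), without tail 3 hpa replicate 2 or 3 (0.55 and 0.86) and with the species of the deposited amputation tables, added after the data were seen (0.85). The call of *Ts-lcib-1* in tails at 3 hpa ended without tail 0 hpa replicate 2 (0.70) and without tail 3 hpa replicate 2 (0.69). The call of *Ts-bst1* in tails at 6 hpa ended without tail 0 hpa replicate 2 or 4 (0.88 and 1.01) and without tail 6 hpa replicate 3 (0.81). The call of *Ts-hla3-2* in tails at 6 hpa ended without any 1 of the 3 tail 0 hpa libraries (0.77 to 1.05), without any 1 of the 2 tail 6 hpa libraries (0.86 to 0.92) and with the species of the deposited amputation tables, added after the data were seen (0.90). The call of *Ts-hla3-4* in tails at 6 hpa ended without any 1 of the 3 tail 0 hpa libraries (0.80 to 0.89), without any 1 of the 2 tail 6 hpa libraries (0.79 to 0.88), in DESeq2 (0.84) and with the species of the deposited amputation tables, added after the data were seen (0.84). *Ts-lcib-5* in tails at 3 hpa passed without tail 0 hpa replicate 2 or 4 (-0.82 and -0.83) and without tail 3 hpa replicate 3 (-1.05), and *Ts-hla3-2* in tails at 3 hpa with all transcripts scaled together (0.82).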

We also detected downregulation of the transcription factors *Ts-cia5-1* and *Ts-cia5-2*, which regulate CO_2_ responsive genes^59^. These observations indicate that the inorganic assimilation pathway is modified upon amputation, potentially reflecting a decrease in inorganic carbon availability.

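*Ts-cia5-1* (cluster_10815_pilon) fell in tails at 3 hpa with a log2 fold change of -1.09 (SE 0.28, edgeR adjusted p = 0.0109) and stood at -0.46 (SE 0.30, edgeR adjusted p = 0.462) at 6 hpa. *Ts-cia5-2* (cluster_15089_pilon) stood at -0.66 (SE 0.33, edgeR adjusted p = 0.185) at 3 hpa and fell at 6 hpa (n = 2 libraries) with -2.71 (SE 0.44, edgeR adjusted p = 0.00196). Between 3 and 6 hpa it fell with -2.05 (SE 0.44, edgeR adjusted p = 0.0235). *Ts-cia5-3* (cluster_6903_pilon), a homolog of both, stood at -0.21 (SE 0.23, edgeR adjusted p = 0.591) at 3 hpa. The call of *Ts-cia5-1* in tails at 3 hpa ended without tail 3 hpa replicate 1 (-0.81) and with a term for the replicate number (-0.89), that of *Ts-cia5-2* in tails at 6 hpa without tail 6 hpa replicate 3 (-2.01), and that of *Ts-cia5-2* between 3 and 6 hpa without tail 3 hpa replicate 3 (-1.75) and without tail 6 hpa replicate 3 (-1.35).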

Since upregulation of genes involved in photoprotective mechanisms like *lhcsr* or *psbS* are recurrent in microalgae subject to a high light stress^40^, we compared molecular responses to light stress and host injury. Upon high light stress, most genes involved in light absorption and photochemical reactions were downregulated acutely in response to high light exposure at 3 h (labeled as “3 HL”) and returned to the baseline by 24 h of high light exposure (“24 HL”) (Fig. 4e). This is in concordance with previous studies in plants and free-living microalgae under light stress^40,60^. Only a handful of genes responded similarly at 3 h after either light stress or amputation, including a subset of *Ts-psbS, Ts-ppl1-2, Ts-lhcsr3-1*, and *Ts-hcf-136* homologs, which potentially represent generic stress responses as they are also induced by various stresses like CO_2_ limitation^61^ and UV exposure^40^ in other green microalgae.

We noted a similar difference in the chlorophyll biosynthesis pathway, with most upregulated genes at 3 hpa being downregulated in 3 HL samples, with some becoming upregulated in 24 HL (Fig. 4e). Genes involved in photosynthetic electron flow and CCM exhibited more complex patterns under high light, which did not overlap with injury-induced responses (Fig. 4e). These observations, combined with the decrease in photosynthetic efficiency (Fig. 2c–f), suggest that although both light and injury converge on affecting algal photosynthesis, their molecular responses diverge.

### A *runt* transcription factor is essential for regeneration

To determine if algal responses are coupled with the host regeneration program, we first focused on identifying regulators of acoel regeneration in order to perturb the host regeneration program and evaluate how it affects the algal responses. We found several acoel candidate regulators upregulated at 3 or 6 hpa (Supplementary Fig. 6a). These included a set of conserved RNA binding proteins often associated with multipotency in diverse organisms, such as homologs of *vasa, piwi*, and *argonaute 2*^62^, along with conserved transcription factors (TFs), such as *egr, runt, fosl*, and *klf* homologs, some of which have been reported to play important roles in regeneration of other animals^32,33,63^. 

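Of 16 regeneration candidates named in the paper, 16 rose and 0 fell in the acoel at 3 hpa (16 and 0 adjusted over the list alone; limma camera adjusted p = 4.29e-24, adjusted p = 0.093 with an estimated correlation), and 14 rose at 6 hpa (15 adjusted over the list alone). The study chose them on these samples, so the count is not independent evidence of their direction. Among the RNA binding proteins, *Cl-vasa* (cluster_7683_pilon), an RNA helicase of germ and stem cells, rose with a log2 fold change of 1.99 (SE 0.17, edgeR adjusted p = 1.81e-07) at 3 hpa and 1.29 (SE 0.18, edgeR adjusted p = 6.54e-05) at 6 hpa. *Cl-piwi* (cluster_18795_pilon), which silences transposons through piRNAs, rose with 1.57 (SE 0.31, edgeR adjusted p = 0.000951) at 3 hpa. *Cl-ago-2* (cluster_2873_pilon), of small RNA silencing, rose with 1.28 (SE 0.17, edgeR adjusted p = 1.56e-05). Among the transcription factors, *Cl-fosl2* (cluster_4474_pilon), a subunit of AP-1, rose with 1.87 (SE 0.17, edgeR adjusted p = 5.32e-07) and *Cl-klf-16* (cluster_78_pilon), of the Krüppel-like zinc finger factors, with 2.02 (SE 0.16, edgeR adjusted p = 1.09e-07). Of 43 transcripts of piRNA and germ granules, 15 rose and 0 fell (15 and 0 adjusted over the list alone; limma camera adjusted p = 0.106, adjusted p = 0.432 with an estimated correlation), with a maternal tudor transcript (cluster_683_pilon) at 1.77 (SE 0.21, edgeR adjusted p = 6.38e-06). The call of *Cl-ago-2* in tails at 3 hpa ended with the trend on transcript length removed, added after the data were seen (0.72).

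**Figure D1:**
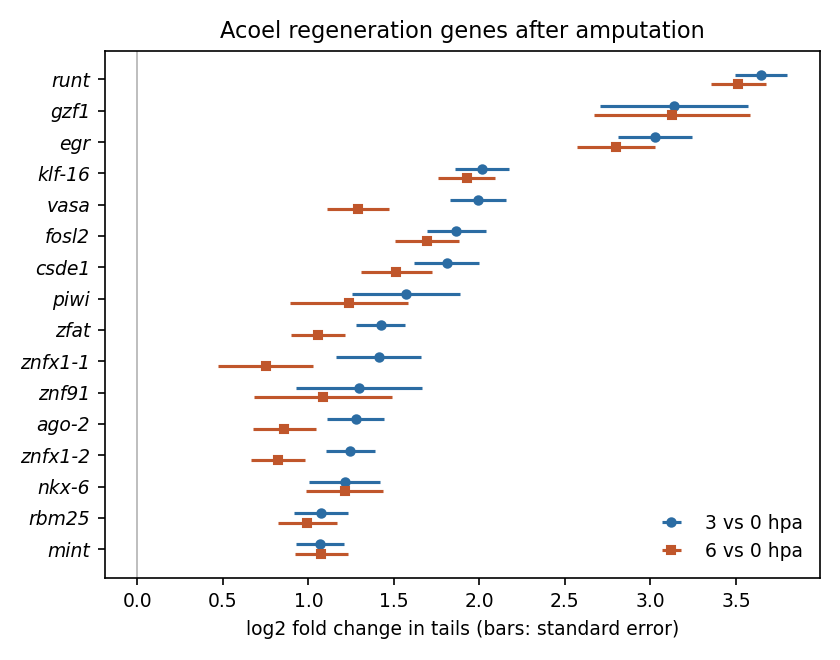
Log2 fold changes of the 16 acoel regeneration genes named in the paper, in tails at 3 hpa (circles, n = 3 libraries against 3) and 6 hpa (squares, n = 2 against 3) relative to 0 hpa. Bars are standard errors, taken as the size of the change divided by the square root of edgeR's F. Every value lies above 0 at both times, with *Cl-runt* highest.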

To further narrow down the list, we compared DEGs at 3 hpa between *C. longifissura* and a non-symbiotic acoel, *Hofstenia miamia*, which has been studied for its regeneration capabilities^32^. We found only a few genes differentially expressed in both species at this time point (Fig. 5a). Of these shared DEGs, two were transcription factors: *Cl-runt* and *Cl-egr* (Fig. 5a), both of which had a single homolog in our transcriptome.

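*Cl-runt* (cluster_4314_pilon) rose at 3 hpa in tails from 11.1 ± 1.75 to 142 ± 7.74 CPM of acoel counts (SD, n = 3 libraries each), a log2 fold change of 3.65 (SE 0.15, edgeR adjusted p = 1.05e-10). All 3 libraries at 3 hpa lay above all 3 at 0 hpa. At 6 hpa it stood at 129 ± 1.4 CPM (SD, n = 2), with 3.51 (SE 0.16, edgeR adjusted p = 4.52e-10) against 0 hpa. *Cl-egr* (cluster_5618_pilon), whose homologs are early growth response factors induced by wounding in other animals, rose with 3.03 (SE 0.22, edgeR adjusted p = 4.7e-08) at 3 hpa and 2.80 (SE 0.23, edgeR adjusted p = 4.34e-07) at 6 hpa. Of 188 acoel transcripts annotated with transcription factor activity, 27 rose and 2 fell at 3 hpa (27 and 2 adjusted over the list alone; limma camera adjusted p = 0.155).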

**Fig. 5:**
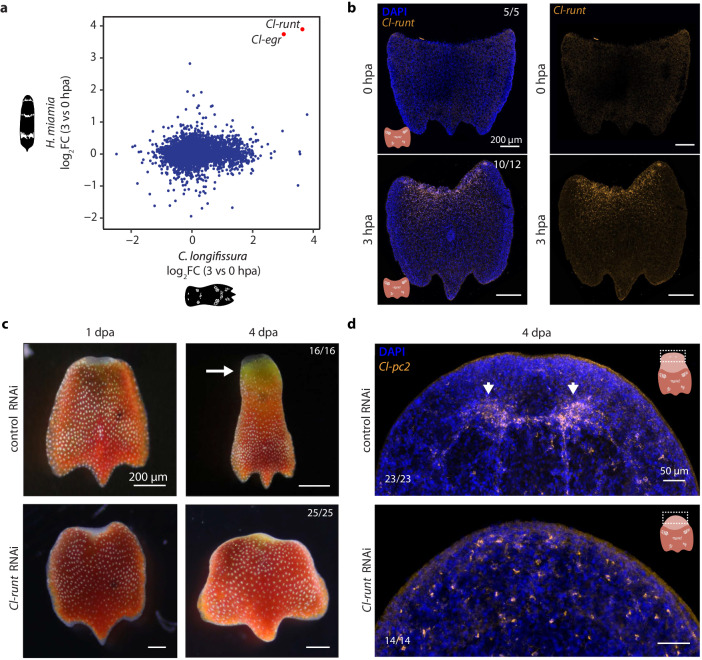
*Cl-runt* transcription factor is a conserved regulator of acoel regeneration. **a** Comparison of log_2_FoldChange (log_2_FC) in expression of orthologous genes at 3 vs 0 hpa between *C. longifissura* and *H. miamia*. Orthologs were identified using reciprocal BLAST. Differentially expressed genes at 3 hpa for *H. miamia* were obtained from ref. ^32^. **b** Expression of *Cl-runt* is evident only at 3 hpa at anterior wounds. Numbers represent animals in which the expression of *Cl-runt* is consistent with the figure, out of the total number of animals examined. **c** Morphological comparison between *Cl-runt* and control RNAi treated animals at 1 and 4 dpa. While *Cl-*runt RNAi tail fragments heal the wound, they neither form a blastema at 1 dpa nor regenerate head structures and eye spots, and have minimal tissue growth and shape changes. Arrow points at the regenerated head. **d** Expression of *Cl-pc2*, a neuronal marker, at 4 dpa in control and *Cl-runt* RNAi treated acoels. Neuronal ganglion is only present in control animals, whereas only distributed neurons are observed in *Cl-runt* RNAi treated animals. Arrowheads point at the regenerated lobes of the neuronal ganglion in the control RNAi animal. Numbers in (**c**, **d**) represent the animals that had regeneration phenotypes consistent with the images shown out of the total animals examined. Experiments were repeated twice (**b**, **d**) or three times (**c**) with similar results. Source data for (**a**) are provided as a Source Data file.

We validated the induction of *Cl-egr* and *Cl-runt* after injury in *C. longifissura* using in situ hybridization (Fig. 5b, Supplementary Fig. 6b, c). While *Cl-egr* was activated in both anterior and posterior wounds, *Cl-runt* expression was specific to anterior wounds, clearly demonstrating the difference between the anterior and posterior regeneration programs. We proceeded to knock down *Cl-runt* and *Cl-egr* via RNA interference (RNAi). Although all *Cl*-*runt* RNAi animals closed the wound, none of the tail fragments formed a clear blastema or regenerated a head, evidenced by the absence of the neural ganglion at 4 dpa along with other head structures (Fig. 5c, d), whereas only ~15% of *Cl-runt* RNAi treated anterior fragments failed to regenerate a tail (Supplementary Fig. 6d). Knockdown of *Cl-egr* led to regeneration deficiencies at a lower penetrance – only a third of either heads or tails failed to regenerate (Supplementary Fig. 6e, f). The highly reproducible anterior regeneration phenotype of *Cl-runt* RNAi was used to evaluate whether and how the algal response to injury depends on the host.

### *Cl-runt* RNAi alters algal response to host injury

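RNA of tail fragments of control RNAi and *Cl-runt* RNAi animals was sequenced at 0, 3 and 6 hpa, with 3 libraries of 5 animals in each of the 6 groups by the sample titles. The protocol text of the labels names 0 and 3 h alone, and the titles were used here as well. The *Cl-runt* RNAi library of replicate 2 at 6 hpa holds 82 counts and was left out, a choice made after the counts were seen. The authors' deposited counts, made as for the amputation experiment, totalled 10390777 to 12880354 (median 12599943) at 0 hpa and 9418586 to 12902850 (median 10702513) at 3 hpa in control RNAi. In *Cl-runt* RNAi they totalled 9733625 to 15383448 (median 11850134) at 0 hpa and 13641314 to 14637331 (median 14124879) at 3 hpa. Acoel transcripts took 4694587 to 8405619 counts per library at these times and algal transcripts 562579 to 1222313. The 12 libraries of 0 and 3 hpa entered 1 fit per species, in which 12797 acoel and 6420 algal transcripts passed the filter, and the libraries of 6 hpa were tested apart. For each species, 3 against 0 hpa was tested within each RNAi group, *Cl-runt* against control RNAi at each time, and the difference between the responses of both groups as the RNAi by time interaction. In simulated data, a log2 fold change of 2 between *Cl-runt* and control RNAi at 3 hpa was called for 92% of acoel and 80.6% of algal transcripts, and in the interaction for 73% and 55.6%. For a log2 fold change of 1 between *Cl-runt* and control RNAi at 3 hpa, these were 67.7% and 33.3%. The labels do not say whether equal replicate numbers mark a shared day.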

To determine whether the algal transcriptional responses to host injury depend on the regeneration program controlled by *Cl-runt*, we performed RNA-seq on animals at 0 and 3 hpa after *Cl-runt* RNAi (Supplementary Fig. 7a, b). 

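At 3 hpa, 4 acoel transcripts were higher and 17 lower in *Cl-runt* RNAi than in control RNAi (n = 3 libraries each), and 2 algal transcripts were higher and 2 lower. Of the acoel transcripts, an axonemal dynein heavy chain 5 (cluster_8446_pilon), a motor of cilia, was lower with a log2 fold change of -2.61 (SE 0.51, edgeR adjusted p = 0.041), and a DNA polymerase epsilon catalytic subunit (cluster_9733_pilon) with -1.54 (SE 0.25, edgeR adjusted p = 0.0232). A fibrillin-2-like transcript (cluster_3363_pilon) was lower with -1.36 (SE 0.21, edgeR adjusted p = 0.0135) and a collagen alpha-1(I)-like one (cluster_14971_pilon) with -1.07 (SE 0.16, edgeR adjusted p = 0.0135). In the algae, an F-box/LRR-repeat protein (cluster_2443_pilon) was higher with 1.45 (SE 0.24, edgeR adjusted p = 0.0178). Within control RNAi, 24 acoel and 39 algal transcripts rose and 5 and 24 fell from 0 to 3 hpa, and within *Cl-runt* RNAi 12 and 55 rose and 5 and 32 fell. At an unadjusted p under 0.05, 1937 acoel and 547 algal transcripts differed between *Cl-runt* and control RNAi at 3 hpa. DESeq2 called 39 acoel transcripts higher and 126 lower and 13 algal transcripts higher and 23 lower. The 21 acoel calls became 46 and 63 without control RNAi tail 3 hpa replicates 1 and 2 and 0, 1 and 0 without *Cl-runt* RNAi tail 3 hpa replicates 1, 2 and 3. The 4 algal calls became 0, 10 and 0 without control RNAi tail 3 hpa replicates 1, 2 and 3 and 2, 0 and 0 without *Cl-runt* RNAi tail 3 hpa replicates 1, 2 and 3. Under the other settings that moved a count over 1.5 times, the acoel calls became 32 with all transcripts scaled together, 32 without the filter on low counts, 0 with only the compared libraries fitted, 7 with a term for the replicate number and 8 with 1 dispersion for all RNAi libraries, and the algal calls 0 with all transcripts scaled together and 0 with a term for the replicate number. The call of dynein heavy chain 5 ended without control RNAi tail 3 hpa replicate 1 or 3 (-2.27 and -2.66), without any 1 of the 3 *Cl-runt* RNAi tail 3 hpa libraries (-3.26 to -2.34), with only the compared libraries fitted (-2.61), with a term for the replicate number (-2.60) and with 1 dispersion for all RNAi libraries (-2.61). The call of DNA polymerase epsilon ended without any 1 of the 3 *Cl-runt* RNAi tail 3 hpa libraries (-1.68 to -1.33), with only the compared libraries fitted (-1.54) and with 1 dispersion for all RNAi libraries (-1.54). The call of fibrillin-2-like ended without any 1 of the 3 *Cl-runt* RNAi tail 3 hpa libraries (-1.41 to -1.30) and with only the compared libraries fitted (-1.36). The call of collagen ended without any 1 of the 3 *Cl-runt* RNAi tail 3 hpa libraries (-1.18 to -0.89) and with only the compared libraries fitted (-1.07). The call of F-box ended without control RNAi tail 3 hpa replicate 1 or 3 (1.44 and 1.31), without *Cl-runt* RNAi tail 3 hpa replicate 2 or 3 (1.40 and 1.43), with all transcripts scaled together (1.64) and with a term for the replicate number (1.44).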

Strikingly, we identified a large number of DEGs not only in the acoel, but also in algae, suggesting that *Cl-runt* influences the transcriptional responses in both partners, likely through intermediate signaling molecules or other factors in the symbiont.

We noticed that RNAi treatment significantly reduced *Cl-runt* expression, but did not entirely eliminate it after host injury (Fig. 6a). This enabled us to calculate the correlation between *Cl-runt* expression and the expression of all other genes, providing an alternative analysis to identify genes modulated by *Cl-runt* RNAi in both acoel and algae.

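At 3 hpa, *Cl-runt* (cluster_4314_pilon) stood at 115 ± 19.4 CPM of acoel counts (SD, n = 3 libraries) in control RNAi and 51.2 ± 15.2 (SD, n = 3) in *Cl-runt* RNAi, a ratio of 0.445. All 3 *Cl-runt* RNAi libraries lay below all 3 control libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). In edgeR the log2 fold change was -1.17 (SE 0.27, edgeR adjusted p = 0.0638), which did not pass the threshold of the adjusted p. That p is adjusted over all acoel transcripts tested, and the unadjusted edgeR p of this gene was 0.00056. At 0 hpa the levels were 28.5 ± 7.61 in control and 20.7 ± 8.93 CPM in *Cl-runt* RNAi (SD, n = 3 each; two-sided exact permutation test, p = 0.40), with a log2 fold change of -0.44 (SE 0.30, edgeR adjusted p = 0.608). From 0 to 3 hpa *Cl-runt* rose in control RNAi with 2.01 (SE 0.29, edgeR adjusted p = 0.00468) and stood at 1.28 (SE 0.29, edgeR adjusted p = 0.0687) in *Cl-runt* RNAi. The RNAi by time interaction was -0.73 (SE 0.40, edgeR adjusted p = 0.588). *Cl-runt* in *Cl-runt* RNAi passed without *Cl-runt* RNAi tail 3 hpa replicate 1 (1.51) and in DESeq2 (1.30).

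**Figure D2:**
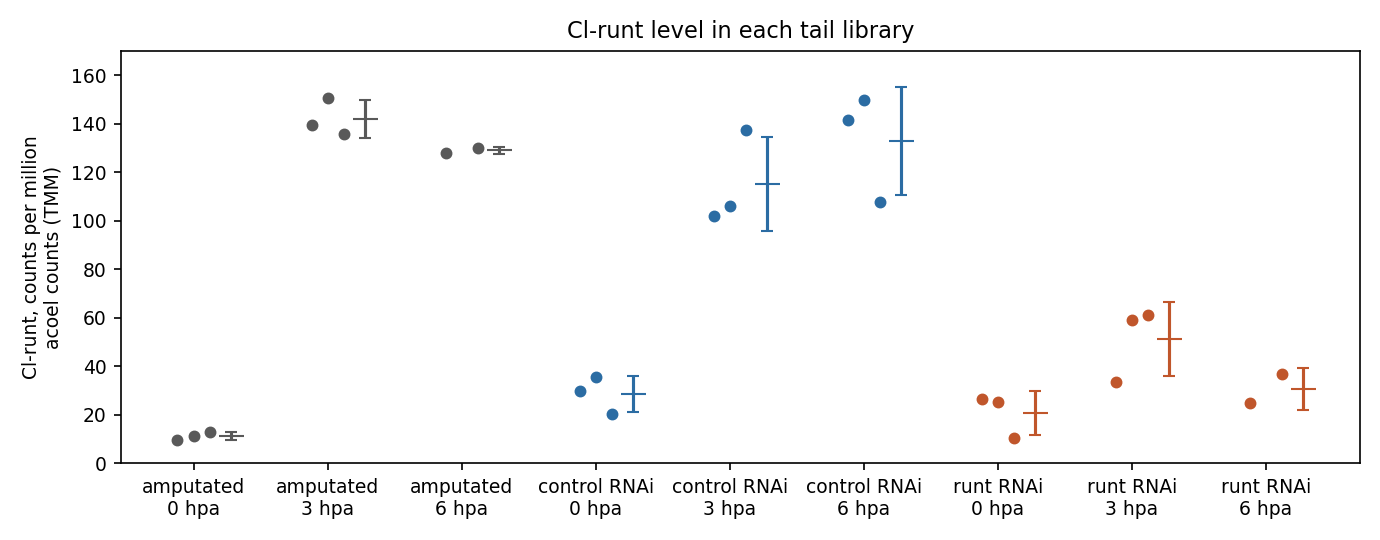
*Cl-runt* in CPM of acoel counts, scaled by TMM, in each tail library of the amputation experiment (gray), control RNAi (blue) and *Cl-runt* RNAi (orange) at 0, 3 and 6 hpa. Points are libraries of 5 animals, and the bars beside them the mean and SD of the group. The *Cl-runt* RNAi libraries of 3 hpa lie between 33.7 and 60.9, below the control libraries, which lie between 102 and 137.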

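The mean log2 level of the 41 algal photosystem and light-harvesting transcripts named in the paper was set against the *Cl-runt* level of the same library. The libraries fall into clusters by time and treatment, so the relation was computed within each time. Over the 6 libraries of 3 hpa, Pearson's r was 0.691 (two-sided exact permutation test, p = 0.188, adjusted 0.25) and Spearman's rho 0.714 (p = 0.136 by the same exact test, adjusted 0.181). Over the 6 libraries of 0 hpa, r was 0.562 (two-sided exact permutation test, p = 0.253) and rho 0.60 (exact p = 0.242). The adjusted values are Benjamini-Hochberg values over the 4 relations computed for each statistic. The other 2, pooled over both times with and without the 2 libraries farthest from the median *Cl-runt* level, were positive and passed, and their values are not given because the libraries form clusters. Neither relation within a time passed, and the 6 libraries of 3 hpa are 3 of each RNAi treatment, so that *Cl-runt* level and treatment go together.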

**Fig. 6:**
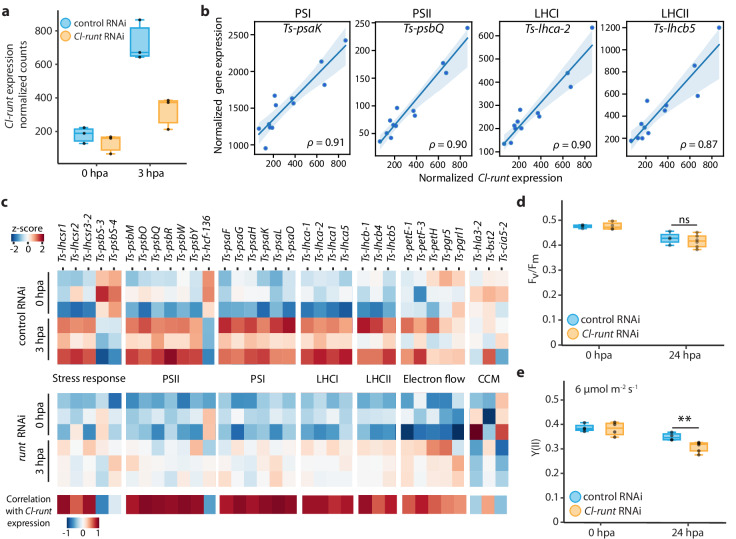
*Cl-runt* affects transcription of photosynthetic related genes and photosynthetic efficiency. **a** Expression of *Cl-runt* at 0 and 3 hpa in control (blue) and *Cl-runt* (yellow) RNAi animals, with three replicates shown by dots. **b** Normalized expression of select photosynthesis genes vs *Cl-runt* normalized counts. Each dot represents a sample from the RNA-seq experiment. Replicates are shown as dots, lines represent the linear regression, and shaded regions are the confidence interval of the regression. ρ: Spearman correlation. The examples are chosen to represent components of PSI, PSII, LHCI, LHCII, and PET, respectively. **c** Left: heatmap reporting z-scores from triplicates of selected genes involved in the light reactions of photosynthesis, alternative electron flows, and CCM that are differentially expressed at 3 hpa in *Cl-runt* RNAi vs control RNAi, or highly correlated with *Cl-runt* expression. Bottom: correlation of the given gene with *Cl-runt* expression. **d** F_v_/F_m_ measured at 0 and 24 hpa in *Cl-runt* RNAi and control tails. There is a similar decrease in both *Cl-runt* RNAi and controls after 24 hpa. **e** Y(II) of *Cl-runt* RNAi and control tails at 0 and 24 hpa with 6 µmol photon m^−2^ s^−1^ of actinic background light. Both *Cl-runt* RNAi and controls show a decrease in Y(II) at 24 hpa compared to their counterparts at 0 hpa. Y(II) of *Cl-runt* RNAi at 24 hpa compared to control RNAi is significantly reduced (**p = 0.011, ns not significant, two tailed *t*-test). For (**d**, **e**) each treatment consisted of four biological replicates, and each replicate contained twenty tails. Boxes represent upper and lower quartiles with the median marked by the middle line, the bars represent the upper and lower fences. Source data are provided as a Source Data file.

We identified algal genes that may be activated by the *Cl-runt-*mediated injury response by selecting genes that were either significantly downregulated in *Cl-runt* RNAi animals compared to control at 3 hpa (p-adj $$\leqq$$ 0.1, log_2_FC $$\geqq$$ 0.8) or in strong positive correlation with *Cl-runt* expression ($${{{{{\boldsymbol{\rho }}}}}}$$ $$\geqq$$ 0.8). 

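By fold and adjusted p, 4 algal transcripts were lower in *Cl-runt* RNAi at 3 hpa. They were cluster_5482_pilon, listed only as a predicted protein, with a log2 fold change of -1.93 (SE 0.38, edgeR adjusted p = 0.062), a cytochrome P450 2C15-like transcript (cluster_5034_pilon) at -1.39 (SE 0.25, edgeR adjusted p = 0.030), an unannotated transcript (cluster_19419_pilon) at -1.44 (SE 0.24, edgeR adjusted p = 0.0178) and a drug or metabolite transporter (cluster_14585_pilon) at -1.63 (SE 0.33, edgeR adjusted p = 0.0731). These were named because the rule chose them. Under some settings the cytochrome P450 transcript had an adjusted p over 0.1 and left this rule. These were all transcripts scaled together (-1.21), control RNAi tail 3 hpa replicate 1 left out (-1.27) and *Cl-runt* RNAi tail 3 hpa replicate 1 or 3 left out (-1.21 and -1.46). By a Spearman rho of at least 0.8 with *Cl-runt* over the 12 RNAi libraries of 0 and 3 hpa, 56 were selected, and by either rule 60 of 6420 tested. In 20 shuffles of the *Cl-runt* values, 1 to 17 transcripts reached this rho. The shuffles ran freely over time and treatment, so they do not show that the selected transcripts follow *Cl-runt* beyond those groups. By either rule, with rho taken within the 6 libraries of 3 hpa, 274 transcripts were selected and within the 6 of 0 hpa 129, where fewer libraries let more pass by chance. With the libraries of 6 hpa added, 0 transcripts reached this rho, and only the 4 chosen by fold and adjusted p were left. Of the 60, 12 were also selected within 3 hpa and 8 within 0 hpa. Both counts include the 4 chosen by fold and adjusted p, which these settings keep whatever their rho, so they overstate how many recurred by rho.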

Of the 91 genes selected, 20 are related to light harvesting and photochemical reactions, of which 8 are LHC proteins and 12 are subunits of PSI and PSII (Fig. 6b, c). Many of these genes continued to respond to injury in the *Cl-runt* knockdowns, but their activation was dampened. 

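Of the 60 selected algal transcripts, 21 were light-harvesting or photochemistry genes named in the paper, 8 of them LHC proteins and 13 subunits of PSI and PSII. They came from 41 such transcripts tested (exact hypergeometric test, p = 1.11e-33), a list that the study chose on these samples and that is not independent evidence. Of 57 transcripts annotated with photosynthesis, 16 were selected (exact hypergeometric test, p = 1.7e-20), and transcripts are not independent of each other. *Ts-psao*, of PSI, was lower in *Cl-runt* RNAi at 3 hpa by sign, with a log2 fold change of -0.88 (SE 0.29, edgeR adjusted p = 0.325), as were *Ts-psbw*, of PSII, with -0.82 (SE 0.28, edgeR adjusted p = 0.36) and *Ts-psbo* (cluster_3914_pilon), which stabilizes the manganese cluster, with -0.81 (SE 0.28, edgeR adjusted p = 0.357). Of the antenna proteins, *Ts-lhca-1* (cluster_18156_pilon) and *Ts-lhca-2* (cluster_24375_pilon) stood at -0.80 (SE 0.27, edgeR adjusted p = 0.36) and -0.85 (SE 0.23, edgeR adjusted p = 0.253). These transcripts were selected by this fold or by their rho with *Cl-runt*, so their sign here is not independent evidence. *Ts-lhca-2* passed in DESeq2 (-0.86).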

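In control RNAi, 16 of 41 photosystem and light-harvesting transcripts rose from 0 to 3 hpa (n = 3 libraries each) and 2 fell (22 and 3 adjusted over the list alone; limma camera adjusted p = 4.73e-19, adjusted p = 0.269 with an estimated correlation), in a list the study chose on these samples. *Ts-lhcb5* rose with a log2 fold change of 1.81 (SE 0.26, edgeR adjusted p = 0.00251), *Ts-lhca1* with 1.63 (SE 0.32, edgeR adjusted p = 0.0139) and *Ts-psah* (cluster_28283_pilon), a PSI subunit that docks the mobile antenna, with 1.46 (SE 0.30, edgeR adjusted p = 0.0164). *Ts-psbs-3* and *Ts-psbs-4* fell, with -2.51 (SE 0.46, edgeR adjusted p = 0.00848) and -2.11 (SE 0.39, edgeR adjusted p = 0.00893). In *Cl-runt* RNAi, 1 of these transcripts passed, *Ts-lhcb5* at 1.07 (SE 0.26, edgeR adjusted p = 0.0413), and the median log2 fold change of the list was 0.48, against 0.88 in control RNAi. Between *Cl-runt* and control RNAi at 3 hpa, the list had a median of -0.52 and no member passed over all transcripts (1 higher and 12 lower adjusted over the list alone, limma camera adjusted p = 2.54e-09, adjusted p = 0.52 with an estimated correlation). This comparison and the rise in control RNAi share the control libraries of 3 hpa, which alone gives them opposite signs. Across all algal transcripts their log2 fold changes correlated with r = -0.509. In 20 simulations with shared controls and no change, r was -0.545 to -0.496. A fall that mirrors the rise in control RNAi is thus not evidence of dampening by itself. The RNAi by time interaction, which tests the dampening itself, had a list median of -0.43 (limma camera adjusted p = 0.167), with *Ts-lhcb5* at -0.74 (SE 0.36, edgeR adjusted p = 0.581), and the 1 member that passed was *Ts-psbs-4* at 3.42 (SE 0.55, edgeR adjusted p = 0.00429). In simulated data a log2 fold change of 1 was called in this interaction for only 8.08% of algal transcripts. Members that did not pass thus do not argue against dampening. The 63 algal calls in control RNAi became 39 and 39 without control RNAi tail 0 hpa replicates 1 and 3 and 19 without control RNAi tail 3 hpa replicate 3, and 41 with all transcripts scaled together. The call of *Ts-lhca1* in control RNAi ended without control RNAi tail 0 hpa replicate 3 (1.33) and without control RNAi tail 3 hpa replicate 3 (1.35). The call of *Ts-psah* in control RNAi ended without control RNAi tail 0 hpa replicate 1 or 3 (1.55 and 1.22), without control RNAi tail 3 hpa replicate 1 or 3 (1.32 and 1.35) and with all transcripts scaled together (1.31). The call of *Ts-psbs-3* in control RNAi ended without control RNAi tail 0 hpa replicate 2 (-1.81) and without control RNAi tail 3 hpa replicate 3 (-2.16). The call of *Ts-psbs-4* in control RNAi ended without control RNAi tail 3 hpa replicate 3 (-1.85). The call of *Ts-lhcb5* in *Cl-runt* RNAi ended without *Cl-runt* RNAi tail 0 hpa replicate 1 or 3 (0.95 and 0.90), without any 1 of the 3 *Cl-runt* RNAi tail 3 hpa libraries (1.00 to 1.13), with all transcripts scaled together (1.06) and with a term for the replicate number (1.07).

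**Figure D3:**
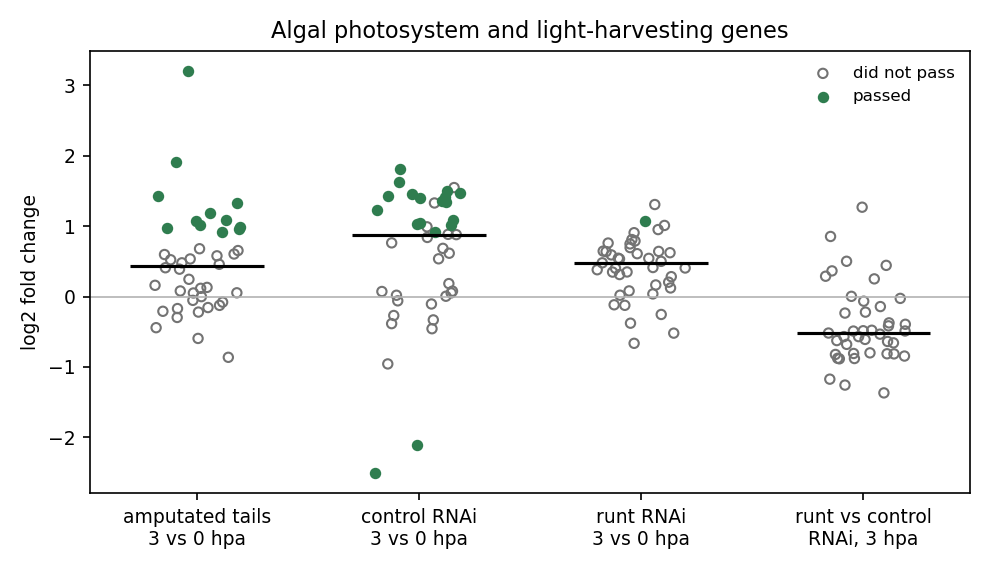
Log2 fold changes of the algal photosystem and light-harvesting transcripts named in the paper in 4 comparisons of tail libraries. Filled points passed an adjusted p of 0.05 and a fold change of 0.8, open points did not, and lines are medians. The medians stand at 0.43, 0.88, 0.48 and -0.52 from left to right. The comparison within control RNAi and that of *Cl-runt* against control RNAi share the control libraries of 3 hpa, with opposite sign.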

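At 0 hpa, *Ts-psbs-4* (cluster_21938_pilon) was lower in *Cl-runt* RNAi than in control RNAi (n = 3 libraries each), with a log2 fold change of -2.15 (SE 0.39, edgeR adjusted p = 0.00401). *Ts-bst2* (cluster_17871_pilon), a bestrophin-like channel for bicarbonate, was lower with -1.66 (SE 0.40, edgeR adjusted p = 0.0398), and *Ts-pgr5* (cluster_22659_pilon), of cyclic electron flow, with -1.38 (SE 0.30, edgeR adjusted p = 0.0174). *Ts-elip-2* (cluster_26755_pilon) was lower with -2.37 (SE 0.49, edgeR adjusted p = 0.013). In all, 5 algal transcripts were higher and 86 lower at 0 hpa, among them a mannose-6-phosphate isomerase (cluster_12421_pilon), which links glucose and mannose metabolism, at -3.28 (SE 0.31, edgeR adjusted p = 3.45e-06). In the acoel, 3 transcripts were higher and 10 lower. The 91 algal calls became 59 without control RNAi tail 0 hpa replicate 1 and 49 and 56 without *Cl-runt* RNAi tail 0 hpa replicates 1 and 3. The 13 acoel calls became 8, 1 and 3 without control RNAi tail 0 hpa replicates 1, 2 and 3 and 0, 3 and 3 without *Cl-runt* RNAi tail 0 hpa replicates 1, 2 and 3. Under the other settings that moved a count over 1.5 times, the algal calls became 50 with all transcripts scaled together, 58 with only the compared libraries fitted and 51 with 1 dispersion for all RNAi libraries, and the acoel calls 5 with a term for the replicate number and 1 with 1 dispersion for all RNAi libraries. The call of *Ts-bst2* ended without any 1 of the 3 control RNAi tail 0 hpa libraries (-1.76 to -1.46), without any 1 of the 3 *Cl-runt* RNAi tail 0 hpa libraries (-1.92 to -1.34) and with all transcripts scaled together (-1.55). The call of *Ts-pgr5* ended without control RNAi tail 0 hpa replicate 1 (-1.06), without *Cl-runt* RNAi tail 0 hpa replicate 1 or 3 (-1.35 and -1.28) and with 1 dispersion for all RNAi libraries (-1.40). The call of *Ts-elip-2* ended without control RNAi tail 0 hpa replicate 2 (-2.04), without *Cl-runt* RNAi tail 0 hpa replicate 1 (-1.91) and with 1 dispersion for all RNAi libraries (-2.39).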

Only three of these genes (*Ts-psbs-4*, *Ts-bst-2*, and *Ts-pgr5*) were differentially expressed at 0 hpa between the control and *runt* RNAi animals, suggesting that *Cl-runt* influences the photosynthesis pathway mostly during regeneration.

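Of the genes of electron transport in the algae, *Ts-pete-1* (cluster_16926_pilon), a plastocyanin, had a log2 fold change of -0.22 (SE 0.27, edgeR adjusted p = 0.876) between *Cl-runt* and control RNAi at 3 hpa (n = 3 libraries each) and *Ts-petc* (cluster_20920_pilon), of cytochrome b_6_f, -0.22 (SE 0.28, edgeR adjusted p = 0.882). The ferredoxin *Ts-petf-3* (cluster_27836_pilon) stood at -0.51 (SE 0.27, edgeR adjusted p = 0.62) and *Ts-peth* (cluster_12154_pilon) at 0.01 (SE 0.38, edgeR adjusted p = 0.999). From 0 to 3 hpa, *Ts-peth* stood at 0.61 (SE 0.39, edgeR adjusted p = 0.614) in control RNAi and 1.32 (SE 0.40, edgeR adjusted p = 0.111) in *Cl-runt* RNAi. *Ts-pgr5* (cluster_22659_pilon) rose in *Cl-runt* RNAi, with 1.70 (SE 0.30, edgeR adjusted p = 0.0051). Of the photosystem subunits, *Ts-psah* (cluster_28283_pilon), *Ts-psbq* (cluster_25037_pilon) and *Ts-psag* (cluster_28145_pilon) had the lowest values at 3 hpa, -1.37 (SE 0.30, edgeR adjusted p = 0.109), -1.26 (SE 0.30, edgeR adjusted p = 0.14) and -1.17 (SE 0.44, edgeR adjusted p = 0.431). None of the values between *Cl-runt* and control RNAi passed in edgeR. *Ts-peth* in *Cl-runt* RNAi passed without *Cl-runt* RNAi tail 0 hpa replicate 2 (1.80) and in DESeq2 (1.33), *Ts-psah* between the RNAi groups at 3 hpa without control RNAi tail 3 hpa replicate 2 (-1.58) and in DESeq2 (-1.39), and *Ts-psbq* between the RNAi groups at 3 hpa in DESeq2 (-1.28).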

Genes involved in photosynthetic electron transport, including a cytochrome b_6_f subunit, plastocyanin *Ts-petE*, ferredoxin *Ts-petF*, FNR *Ts-petH*, and multiple PSI and PSII subunits, were correlated with *Cl-runt* expression, indicating that *Cl-runt* expression may contribute to sustain the photosynthetic electron transport in algae after host injury. To test whether physiological changes also depend on *Cl-runt*, we measured the photosynthetic efficiency after *Cl-runt* RNAi. While the knockdown of *Cl-runt* did not affect F_v_/F_m_ at either 0 or 24 hpa (Fig. 6d), Y(II) was significantly reduced at 24 hpa compared to the control (Fig. 6e, Supplementary Fig. 7c). These results imply that, while other injury-induced factors may be responsible for the reduction of the algal maximal photosynthetic capacity, likely via degradation of PSII, the *Cl-runt-*dependent responses contribute to sustaining the electron transport flow after injury.

We also observed multiple transporters associated with the *Cl-runt-*mediated response in both acoel and algae. In the algae, we found 7 transporters dependent on *Cl-runt* expression, including a bicarbonate transporter (*Ts-hla3-2*), two *zinc-iron permeases* (*Ts-zip3* and *Ts-zip12*), two sodium solute transporters (*Ts-slc5a7* and *Ts-slc6a13*), and a *urea active transporter* (*Ts-dur3*) (Supplementary Fig. 7d). 

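Between *Cl-runt* and control RNAi at 3 hpa (n = 3 libraries each), the 7 algal transporters named in the paper had a median log2 fold change of -1.07 (limma camera adjusted p = 1.35e-09, adjusted p = 0.00425 with an estimated correlation). The study chose this list on these samples, so it is not independent evidence. In edgeR 5 of them were lower adjusted over the list alone and none over all transcripts. *Ts-zip12* (cluster_4914_pilon) and *Ts-zip3* (cluster_2746_pilon), which carry zinc or iron, had log2 fold changes of -1.23 (SE 0.35, edgeR adjusted p = 0.279) and -0.91 (SE 0.24, edgeR adjusted p = 0.252). The sodium-coupled carriers *Ts-slc5a7* (cluster_5972_pilon) and *Ts-slc6a13* (cluster_8633_pilon) stood at -1.79 (SE 0.48, edgeR adjusted p = 0.252) and -1.07 (SE 0.29, edgeR adjusted p = 0.253). *Ts-dur3* (cluster_10358_pilon), which takes up urea, stood at -1.55 (SE 0.35, edgeR adjusted p = 0.126). From 0 to 3 hpa in control RNAi, *Ts-zip12* stood at 1.00 (SE 0.35, edgeR adjusted p = 0.231) and *Ts-zip3* at 0.68 (SE 0.24, edgeR adjusted p = 0.233). *Ts-zip12*, *Ts-zip3*, *Ts-slc5a7*, *Ts-slc6a13* and *Ts-dur3* between the RNAi groups at 3 hpa passed in DESeq2 (-1.25, -0.93, -1.83, -1.09 and -1.58).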

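Of 28 acoel transporters named in the paper and tested at 3 hpa, 2 were higher and 3 lower in *Cl-runt* RNAi than in control RNAi when adjusted over the list alone, and over all transcripts edgeR called none (limma camera adjusted p = 0.599). The study chose this list on these samples. Of other transport proteins with a gene name in the supplement, *Cl-sfxn-1* (cluster_10867_pilon), a sideroflexin carrier of the inner mitochondrial membrane, was lower with a log2 fold change of -1.76 (SE 0.34, edgeR adjusted p = 0.041), and *Cl-atc1* (cluster_3564_pilon), a calcium pump, with -0.94 (SE 0.14, edgeR adjusted p = 0.0135). *Cl-slc6a18* (cluster_6434_pilon), of the neutral amino acid carriers, stood at -1.66 (SE 0.45, edgeR adjusted p = 0.0907). The call of *Cl-sfxn-1* ended without control RNAi tail 3 hpa replicate 1 (-1.66), without any 1 of the 3 *Cl-runt* RNAi tail 3 hpa libraries (-1.93 to -1.55), with only the compared libraries fitted (-1.76), with a term for the replicate number (-1.77) and with 1 dispersion for all RNAi libraries (-1.76). The call of *Cl-atc1* ended without any 1 of the 3 *Cl-runt* RNAi tail 3 hpa libraries (-0.99 to -0.91) and with only the compared libraries fitted (-0.94).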

In the acoel, we found 14 transporters affected by *Cl-runt* knockdown. Two of these, *Cl-slco4c1* and *Cl-vha*, were downregulated upon injury and could regulate the acidity of the extracellular environment^23,24,64^. 

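From 0 to 3 hpa in control RNAi (n = 3 libraries each), *Cl-slco4c1* (cluster_6230_pilon) had a log2 fold change of -0.45 (SE 0.22, edgeR adjusted p = 0.47) and *Cl-vha* (cluster_25313_pilon) -1.36 (SE 0.42, edgeR adjusted p = 0.223). In *Cl-runt* RNAi the same comparison gave 0.12 (SE 0.21, edgeR adjusted p = 0.87) for *Cl-slco4c1* and -0.35 (SE 0.40, edgeR adjusted p = 0.778) for *Cl-vha*. Between *Cl-runt* and control RNAi at 3 hpa, *Cl-slco4c1* stood at 0.82 (SE 0.22, edgeR adjusted p = 0.0893) and *Cl-vha* at 0.61 (SE 0.43, edgeR adjusted p = 0.555). None of these values passed in edgeR. *Cl-slco4c1* between the RNAi groups at 3 hpa passed in DESeq2 (0.82).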

A glutamate transporter, *Cl-eaat1*, was also downregulated after injury and could affect the nitrogen cycling between the symbionts. 

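*Cl-eaat1* (cluster_8897_pilon), of the family that takes up glutamate with sodium, had a log2 fold change of -1.36 (SE 0.30, edgeR adjusted p = 0.0685) from 0 to 3 hpa in control RNAi (n = 3 libraries each). In *Cl-runt* RNAi it stood at -0.01 (SE 0.28, edgeR adjusted p = 0.992), and between *Cl-runt* and control RNAi at 3 hpa at 1.38 (SE 0.30, edgeR adjusted p = 0.0528). In the tails of the amputation experiment its value at 3 hpa was 0.28 (SE 0.33, edgeR adjusted p = 0.561), and the difference between the experiments was 1.62 (SE 0.48, edgeR adjusted p = 0.0292). The call of *Cl-eaat1* between the experiments ended without tail 0 hpa replicate 3 or 4 (1.66 and 1.35), without tail 3 hpa replicate 1 (1.38), without control RNAi tail 0 hpa replicate 1 (1.63), without control RNAi tail 3 hpa replicate 3 (1.41), with all libraries of both experiments in 1 fit (1.57) and with the trend on transcript length removed, added after the data were seen (1.46). *Cl-eaat1* between the RNAi groups at 3 hpa passed without control RNAi tail 3 hpa replicate 2 (1.59) and in DESeq2 (1.38), and *Cl-eaat1* in control RNAi in DESeq2 (-1.36).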

Multiple solute carriers were upregulated after injury, including *Cl-slc18b1, Cl-slc17a5, Cl-slc6a18, Cl-slc6a8*, and *Cl-slc6a5*, which may modify the amino acid, protein, and nutrient exchange with the algae during regeneration^65^ (Supplementary Fig. 7e). This suggests that *Cl-runt* is likely involved in mediating the acoel-alga communication during regeneration, by tuning the exchange of metabolites and small molecules between the two organisms.

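*Cl-slc6a18* (cluster_6434_pilon) rose from 0 to 3 hpa in control RNAi (n = 3 libraries each) with a log2 fold change of 2.25 (SE 0.46, edgeR adjusted p = 0.049), and stood at 1.29 (SE 0.49, edgeR adjusted p = 0.292) in *Cl-runt* RNAi. In amputated tails it rose with 3.51 (SE 0.23, edgeR adjusted p = 2.33e-08). *Cl-slc18b1-2* (cluster_16637_pilon), a polyamine carrier by homology, stood at 0.77 (SE 0.33, edgeR adjusted p = 0.388) in control RNAi and rose in tails at 6 hpa with 1.10 (SE 0.28, edgeR adjusted p = 0.00836), while *Cl-slc18b1-1* (cluster_14616_pilon) fell in tails at 3 hpa with -1.06 (SE 0.38, edgeR adjusted p = 0.0402). *Cl-slc6a8* (cluster_1266_pilon), a creatine carrier by homology, and *Cl-slc6a5* (cluster_2041_pilon), a glycine carrier, stood at 0.25 (SE 0.09, edgeR adjusted p = 0.338) and 0.49 (SE 0.12, edgeR adjusted p = 0.0955) in control RNAi. Of 29 acoel transporters that the study chose on these samples, 4 rose and 2 fell in tails at 3 hpa (4 and 2 adjusted over the list alone; limma camera adjusted p = 0.114). The call of *Cl-slc6a18* in control RNAi ended without control RNAi tail 0 hpa replicate 1 or 3 (2.25 and 1.79), without control RNAi tail 3 hpa replicate 1 or 3 (2.33 and 1.90), with only the compared libraries fitted (2.26) and with a term for the replicate number (2.36). The call of *Cl-slc18b1-2* in tails at 6 hpa ended without tail 6 hpa replicate 6 (0.80). The call of *Cl-slc18b1-1* in tails at 3 hpa ended without any 1 of the 3 tail 0 hpa libraries (-1.20 to -0.89), without tail 3 hpa replicate 1 or 3 (-0.86 and -1.17), in DESeq2 (-1.08) and with a term for the replicate number (-0.69).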

### Molecular responses remain coupled later in regeneration

To determine whether the algal responses extend beyond early time points post injury, we conducted RNA-seq at 0, 1, and 2 dpa. Compared to 0 dpa, at 1 dpa, we observed minimal changes in the expression of both acoel and algal genes, though *Cl-runt* and *Cl-egr* were upregulated at this time point (Supplementary Fig. 8a, b). In contrast, hundreds of genes were differentially expressed at 2 dpa (Fig. 7a, b, Supplementary Fig. 8c, d). Importantly, there was little overlap between algal genes responding at earlier and later time points (Fig. 7c, d). For example, the responses within the photosynthetic electron flow pathway seemed exclusive to the algae’s early responses, whereas a set of TFs, mostly squamosa binding proteins^66^, were upregulated solely in the late response (Fig. 7d, e). We also noticed that the algal transporters differentially regulated at early or late time points were different, suggesting that the exchange mechanisms between acoel and algae may shift during regeneration. These observations imply that, by 2 dpa, the acoel and algae had jointly switched to a second wave of transcriptional responses. Consistently, knockdown of *Cl-runt* abolished this second wave of responses in both species (Fig. 7a, b, e), demonstrating that the algal responses are coupled with the progression of the host regeneration.

**Fig. 7:**
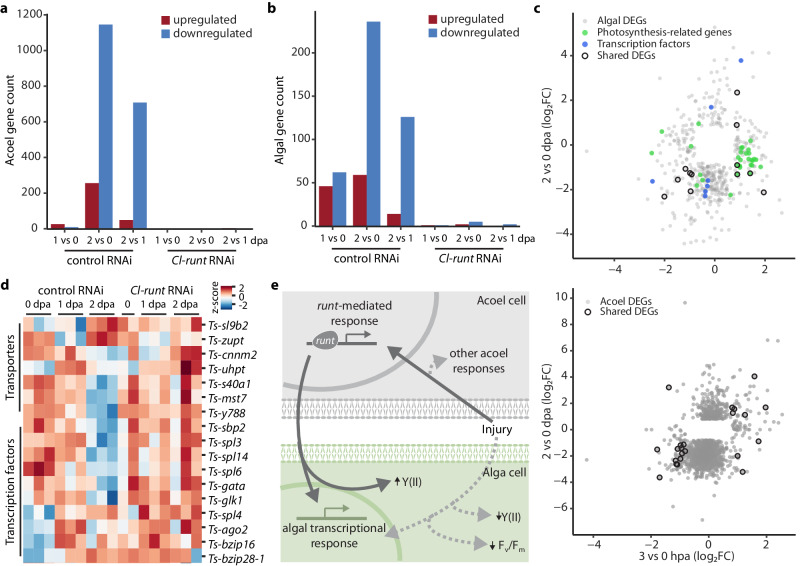
Acoel and algal responses are coupled at late stages of regeneration. Number of DEGs in acoel (**a**) and algae (**b**) at 1 and 2 dpa (log_2_FoldChange $$\geqq$$ 0.8 or $$\leqq$$ −0.8 for upregulated and downregulated genes, respectively, p-adj $$\leqq$$ 0.05; calculated with DESEQ2 using Wald test followed by Benjamini and Hochberg correction), in control and *Cl-runt* RNAi treated animals, which have drastically reduced numbers of DEGs. **c** Comparison of log_2_FoldChange (log_2_FC) for DEGs at 3 hpa and 2 dpa for algae (top) and acoel (bottom), showing minimum overlap between the early and late responses. Photosynthesis related genes, highlighted in green, are mostly only upregulated at 3 hpa. A set of algal TFs are differentially regulated only at 2 dpa, highlighted in blue. Black circles: genes differentially expressed at both time points (*n* = 12 for algae, *n* = 22 for acoel). **d** Heatmap reporting z-scores from triplicates of selected algal genes at 1 and 2 dpa. All genes shown were found differentially expressed (p-adj $$\leqq$$ 0.05) between 2 and 0 dpa control RNAi samples or between *Cl-runt* and control RNAi samples at 2 dpa. The TFs correspond to those highlighted in blue in (**c**). **e** Schematic of proposed *Cl-runt*-mediated coordination between acoel and algal responses during regeneration. Dark gray arrows indicate responses dependent on *Cl-runt* activation. Activation of algal responses that are dependent on *Cl-runt* should be regulated indirectly through intercellular communication. The light gray, dashed arrows represent alternative pathways that may be activated during regeneration and influence algal responses in a *Cl-runt*-independent manner.

## Discussion

In this study, we established the acoel *C. longifissura* as a system to dissect the molecular integration across symbiotic partners during whole-body regeneration, using a suite of sequencing techniques and functional genomic analysis. We demonstrated that in addition to the animal’s regeneration responses, the endosymbiotic algae also respond transcriptionally and physiologically to the host injury. Several lines of evidence suggest that the algal responses are tightly coupled with the host regeneration program. First, both the acoel and algae exhibit two distinct waves of transcriptional responses – at early and late stages of regeneration, respectively – with a synchronized shift between these waves around 1 dpa. Second, algae undergo a specific response to acoel injury characterized by a decrease in algal photosynthetic efficiency shortly after host injury, accompanied by the upregulation of genes involved in the photosynthetic electron transport chain. Finally, these transcriptional responses in both species are modulated by *Cl-runt*, a host TF induced by injury. Knockdown of *Cl-runt* halts the regeneration process and nearly eliminates the second wave of responses. In the early time points, *Cl-runt* RNAi attenuates the activation of the photosynthesis-related genes and further reduces the quantum yield of PSII, presumably due to a slower repair of damaged components of the electron transport chain. Together, these findings suggest that the molecular networks of the two species are linked through a regulatory program modulated by *Cl-runt* (Fig. 7f). This provides the molecular foundation that enables the holobiont to function as an integrated biological unit throughout regeneration.

Impaired photosynthesis is a common characteristic in general algal stress responses. However, our observations reveal that the molecular responses to injury diverge from those induced by light stress. This divergence is marked by the upregulation of many photosynthesis-related genes after injury that are instead downregulated under intense light. Intriguingly, the upregulation of some of these photosynthetic genes and pigment-related genes, such as *psbP, psbO, psbQ, urod*, has been described in stress-tolerant plants and tolerance primed plants^48–50^. Collectively, these observations suggest that, contrary to stress responses aimed at containing photo-damage, the injury-induced transcriptional responses may serve to compensate for the loss in photosynthesis caused by host injury.

We also propose that *runt* may be a conserved master regulator of acoel regeneration, given the comparison with the molecular responses of the non-symbiotic acoel, *H. miami*a^32^. It is plausible that injury-induced *runt* activation has been co-opted to activate algal responses. However, there is minimal overlap in wound responses between the two acoels, raising the possibility that the endosymbiotic algae may have modified the regeneration programs in *C. longifissura*, as endosymbiosis in acoels is a derived trait whereas regeneration is shared by multiple acoel clades. Analysis of regeneration in more acoel species will help to test this hypothesis.

As an animal transcription factor, it is unlikely that *Cl-runt* could directly control transcription in algae. While it remains unclear how the host and the symbiont cells communicate, we noted that several transporters appear to be regulated by *Cl-runt* in both animals and algae across the early and late stages of regeneration (Fig. 7e, Supplementary Fig. 7d, e), implying that the exchange of metabolites or signaling molecules may be involved in this process. Indeed, nutrients, nitrogen-based compounds, and organic and inorganic carbon are regularly exchanged between endosymbiotic partners during homeostasis, which may be modified during stress in other holobionts^20,67–70^. This exchange may lead to modified pathways that allow for coordinated regeneration responses in both the host and symbionts.

Two candidate communication pathways between host and symbionts are regulated by nitrogen and carbon metabolites. It has been reported that nitrogen availability is important for photosynthesis and proliferation of algae and can serve as a mechanism for the host to regulate algal endosymbiont proliferation in other systems^20,71^. We observed a set of genes involved in nitrogen cycling differentially regulated through regeneration. For example, at the early time points, the algal urea transporter *Ts-dur3* was upregulated, while an acoel H(+)/nitrate transporter (*Cl-sialin-*1) was upregulated and the acoel’s *glutamate synthase* (*Cl-gogat-1*), *glutamate transporter* (*Cl-eaat1*), and *ammonium transporter 1* (*Cl-amt1-1*) were downregulated after amputation in a *Cl-runt* dependent manner (Supplementary Fig. 7d, e). 

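In amputated tails at 3 hpa (n = 3 libraries each), *Ts-dur3* (cluster_10358_pilon) fell with a log2 fold change of -1.53 (SE 0.35, edgeR adjusted p = 0.00482), and at 6 hpa with -1.87 (SE 0.41, edgeR adjusted p = 0.0137). From 0 to 3 hpa in control RNAi it stood at -0.52 (SE 0.34, edgeR adjusted p = 0.62). *Cl-sialin-1* (cluster_13513_pilon) stood at -0.01 (SE 0.21, edgeR adjusted p = 0.98) in tails and 0.60 (SE 0.16, edgeR adjusted p = 0.136) in control RNAi. *Cl-gogat-1* (cluster_3603_pilon), which makes glutamate from glutamine and oxoglutarate, stood at -0.32 (SE 0.15, edgeR adjusted p = 0.113) in tails and -1.09 (SE 0.25, edgeR adjusted p = 0.0633) between *Cl-runt* and control RNAi at 3 hpa. *Cl-amt1-1* (cluster_4420_pilon) stood at 0.29 (SE 0.41, edgeR adjusted p = 0.643) in tails, 0.40 (SE 0.41, edgeR adjusted p = 0.784) in control RNAi and -1.29 (SE 0.43, edgeR adjusted p = 0.18) between *Cl-runt* and control RNAi. The algal *Ts-gdh* (cluster_14212_pilon), a glutamate dehydrogenase that joins ammonium to oxoglutarate, fell in tails at 3 hpa with -1.55 (SE 0.39, edgeR adjusted p = 0.00874). The call of *Ts-dur3* in tails at 3 hpa ended in DESeq2 without the filter on low counts, added after the data were seen (-1.52), that of *Ts-dur3* in tails at 6 hpa without tail 0 hpa replicate 2 (-1.46), without tail 6 hpa replicate 3 (-1.38) and in DESeq2 (-1.88), and that of *Ts-gdh* in tails at 3 hpa without tail 0 hpa replicate 3 (-1.39). *Cl-gogat-1* between the RNAi groups at 3 hpa passed in DESeq2 (-1.09).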

Interestingly, the response often switched between homologs at early and late stages of regeneration. For example, we observed different homologs of *gogat*, (*Cl-gogat-2*, downregulated), *sialin* (*Cl-sialin-2*, downregulated) and *amt* (*Cl-amt1-2*, upregulate) responding at 2 dpa. In addition, carbon exchange could also play a role during regeneration. The availability of inorganic carbon is required for algal carbon fixation while the heterotrophic host requires organic carbon compounds for survival^22,23,52,67^. Recent studies suggest that in addition to the algal CCM, animal hosts also concentrate carbon for their algal symbionts^22,23^ with V-type H^+^-ATPase (VHA) acidifying the microenvironment and promoting the conversion of HCO_3_^-^ into available CO_2_ for the algae. In *C. longifissura*, *Cl-vha* and *Cl-slco4c1*, organic anion transporters that may use HCO_3_^-^ as a counterion^64^, were negatively correlated with *Cl-runt* expression and downregulated after injury (Supplementary Fig. 7e). 

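In amputated tails, *Cl-slco4c1* (cluster_6230_pilon) rose at 3 hpa with a log2 fold change of 1.33 (SE 0.22, edgeR adjusted p = 0.00020) (n = 3 libraries each) and at 6 hpa (n = 2) with 0.89 (SE 0.25, edgeR adjusted p = 0.0133). *Cl-vha* (cluster_25313_pilon) stood at 0.20 (SE 0.32, edgeR adjusted p = 0.685) at 3 hpa and 0.42 (SE 0.35, edgeR adjusted p = 0.402) at 6 hpa. The response of *Cl-slco4c1* differed between the tails and the control RNAi animals, with a difference of 1.78 (SE 0.33, edgeR adjusted p = 0.00147), as did that of *Cl-vha*, with 1.56 (SE 0.50, edgeR adjusted p = 0.0413). The acoel carbonic anhydrase 15-like transcript (cluster_11298_pilon), of the enzymes that hydrate CO_2_, rose in tails at 3 hpa with 2.65 (SE 0.23, edgeR adjusted p = 2.68e-07). The libraries of the RNAi experiment cluster by group, so no correlation with *Cl-runt* across them is given for these genes. The call of *Cl-slco4c1* in tails at 6 hpa ended without tail 0 hpa replicate 2 or 4 (0.75 and 0.80) and without tail 6 hpa replicate 6 (0.73). The call of *Cl-vha* between the experiments ended without any 1 of the 3 tail 0 hpa libraries (1.53 to 1.60), without tail 3 hpa replicate 2 or 3 (1.34 and 1.55), without any 1 of the 3 control RNAi tail 0 hpa libraries (1.51 to 1.64), without any 1 of the 3 control RNAi tail 3 hpa libraries (1.44 to 1.71), with the size factors of DESeq2 (1.51), with all transcripts scaled together (1.47) and with all libraries of both experiments in 1 fit (1.52).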

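*Ts-cia5-2* (cluster_15089_pilon) had a log2 fold change of -0.34 (SE 0.60, edgeR adjusted p = 0.892) from 0 to 3 hpa in control RNAi (n = 3 libraries each) and fell in *Cl-runt* RNAi with -2.83 (SE 0.63, edgeR adjusted p = 0.0287). Between *Cl-runt* and control RNAi at 3 hpa it stood at -1.47 (SE 0.66, edgeR adjusted p = 0.564), and the difference between both responses was -2.49 (SE 0.87, edgeR adjusted p = 0.342). *Ts-hla3-2* (cluster_1100_pilon), a bicarbonate transporter of the plasma membrane in green algae, stood at -0.17 (SE 0.27, edgeR adjusted p = 0.875) in control RNAi, -0.85 (SE 0.27, edgeR adjusted p = 0.131) in *Cl-runt* RNAi and -0.35 (SE 0.27, edgeR adjusted p = 0.767) between them at 3 hpa. The call of *Ts-cia5-2* in *Cl-runt* RNAi ended without *Cl-runt* RNAi tail 0 hpa replicate 3 (-2.27), without any 1 of the 3 *Cl-runt* RNAi tail 3 hpa libraries (-3.24 to -2.55) and with all transcripts scaled together (-2.93). *Ts-hla3-2* in *Cl-runt* RNAi passed without *Cl-runt* RNAi tail 0 hpa replicate 1 (-1.15).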

On the algal side, the CCM master regulator *Ts*-*cia5-2* and the bicarbonate transporter *Ts*-*hla3-2* were negatively correlated to *Cl*-*runt* early during regeneration (Fig. 6c). By regulating carbon and nitrogen availability, these transporters could provide means to trigger the algal response to injury.

Algae may also recognize host injury without the need for direct communication by sensing common regeneration-induced physiological changes, such as accumulation of reactive oxygen species (ROS) and ascorbic acid, an antioxidant that scavenges ROS^72^. While elevated ROS levels have been noted during tissue regeneration in several animals^73,74^, in photosynthetic organisms, ROS can induce transcriptomic responses that regulate most of the genes involved in light harvesting and photosynthetic electron flow^75,76^. In *C. longifissura*, *Cl-runt* activation leads to an increase in the expression of *gulonolactone oxidase* (*Cl-gulo*), which is responsible for ascorbic acid biosynthesis in animals^77^. Given that this gene is only affected at the early time points post amputation, changes in both ROS and ascorbic acid concentrations may be sensed by the algae to activate their early responses specifically.

It is worth mentioning that other factors, independent of *Cl-runt*, should also contribute to the algal responses, as algae continued to have some physiological and transcriptional responses to host injury after *Cl-runt* RNAi, especially at early time points. These may include microenvironment changes caused by host injury, such as fluctuations in osmolarity, pH, and even light penetration, as well as other acoel molecular wound responses controlled by separate pathways.

Finally, although algal photosynthesis responds to host injury, we found that algal photosynthesis is not required for acoel regeneration. This finding aligns with observations in other photosymbiotic animals^25^ and may reflect the resilience of these systems, which likely build on several alternative energy sources. Besides glucose, photosynthetic algae can produce lipids for energy storage, sustaining their long-term growth and survival^78^. *Tetraselmis* algae stand out for their lipid synthesis efficiency^79^. It is conceivable that the holobiont taps into these lipid reserves for the energy required during regeneration. In addition, the acoel may directly consume algae, as recently observed for corals and their photosynthetic symbionts^80^. Supporting this, we consistently observe the emergence of a feeding spot during regeneration^28,29^ (Supplementary Fig. 1).

The interplay between hosts and endosymbionts during animal development has become increasingly recognized for its significance in the evolution and function of multicellular life forms^7,81^. Our approach offers a broadly applicable strategy to study the regulatory mechanisms by which animal hosts influence symbionts’ responses during critical developmental processes such as regeneration. By blocking host development and analyzing the symbionts’ response, we can determine whether symbionts contribute to the host’s developmental processes, and how they adjust their own physiology to ensure their survival in the changing environment within the host tissue. Many photosymbiotic animals, including *C. longifissura*, develop in the absence of their symbionts and gain their symbionts in later stages of their life cycle^82^. Evaluating the differences between embryonic development and regeneration, as well as comparing regeneration between symbiotic and non-symbiotic species, could help to understand how gene networks are integrated across symbiotic partners in holobionts and how these integrations may have emerged over evolution.

## Methods

### Animal maintenance

Acoels were cultured in a 16 gallon Coralife Biocube Aquarium in artificial seawater (ASW, 34 ppt, Instant Ocean) at 26 °C with a 14 h:10 h light:dark cycle. Acoels were fed freshly hatched *Artemia* shrimp every 1–3 days *ad libitum* in the tank. Animals used in experiments were kept in individual wells in an incubator at 26 °C with a 14:10 h light:dark cycle, with filtered ASW. These animals were fed and their water was changed every 1–3 days. The light intensity to which the animals were exposed was modulated for individual experiments between 50 and 150 µmol photon m^−2^ s^−1^.

### Regeneration experiments

Animals were kept individually or in groups smaller than 10 individuals in 12-well or 24-well plates in an incubator (Danby Fresh 1.7 cu. ft. Herb Grower, cat. #DFG17A1B). Pictures of animals were taken at the same time every day, over 4 days after amputation, using a stereo microscope (Zeiss Stemi 508) or an inverted fluorescence microscope (Zeiss Axio Observer Z1) to evaluate acoel and algae growth. For dark treatment, a chamber was used to keep acoels in the dark at 26 °C. Animals were not exposed to light before imaging. Individual animals were only imaged once. Dark treatment was replicated three times with three animals per replicate.

### Live imaging of algal motility within the acoel tissue

Acoels were anesthetized with 3% MgCl_2_ in ASW and placed on a 35 mm Petri dish with a glass bottom. The animals were imaged on an inverted epi-fluorescence microscope (Zeiss Axio Observer Z1) through a 5× objective using both chlorophyll autofluorescence and bright field. Images were captured every 4 s for 5 min and then processed using ImageJ.

### Quantifying algal content using flow cytometry

Animals were dissociated on ice in the dissociation media (3.3× calcium magnesium free PBS, 2% FBS, 20 mM HEPES) by gently pipetting until solution was homogenized. The suspension was then filtered through a 40 μm strainer to remove debris and placed on ice. Cells were stained with 5 µM of Dye Cycle Violet (Invitrogen, cat. #V35002) for 20 min at room temperature. Before sorting, the solution was filtered again through a 35 μm strainer and gently mixed. On a cell sorter (Sony SH800S), singlets were first gated, and then algal and acoels cells were identified based on the DNA content and algal autofluorescence (Supplementary Fig. 2a). Number of events classified as algae were divided by the sum of algae and acoel events to calculate the algal content. For each experiment, 10 animals were pooled and dissociated together. Statistical significance when comparing across conditions was calculated using one way ANOVA.

### DCMU treatment

Acoels were treated with 20 μM DCMU in ASW, by diluting the stock solution of 20 mM DCMU in ethanol. Vehicle controls were treated with ethanol diluted in ASW (1:1000). After 24 h, acoels were rinsed multiple times and maintained in fresh ASW. During the treatment, the animals were kept unfed. Effects of the DCMU treatment were confirmed with a Dual-PAM system, showing blockage of PSII (Supplementary Fig. 3c). For long-term DCMU treatments, animals were treated with DCMU twice, 3 days apart, and fed every other day. Algae were removed from the acoel 2 weeks after the two treatments, validated through imaging using the red fluorescence of the algae at 633 nm.

### Photosynthesis measurements

To measure chlorophyll fluorescence in the algae within the animal, we created a chamber for containing acoels on a Dual-PAM 100 (Walz) pulse amplitude modulation (PAM) fluorimeter using a small plastic Petri dish and a 2 mm thick silicone container (Supplementary Fig. 3a). We carved a 5 × 6 mm space to contain the animals. On the edges of the acoel chamber we increased the height to 4 mm so that the diode of the emitter would not touch the water. This device was then mounted on a PDMS base that fit the detector diode in order to keep the sample stable during measurements. The Dual-PAM system was used in a vertical configuration (Supplementary Fig. 3b). We used 20 tail fragments for each replicate in all experiments. This number was determined to give sufficient fluorescence signal allowing for reliable quantification of F_v_/F_m_ and Y(II). Animals were incubated in the dark prior to measuring F_v_/F_m_ to ensure that all functional PSII were in the open state, which is required for calculating their maximum quantum yield.

To measure chlorophyll fluorescence, detection pulses (10 µmol photon m^−2^ s^−1^ blue light) were applied at a 100-Hz frequency. Basal fluorescence (F_o_) was measured after a 20 min dark adaptation prior to the first saturating flash. Red saturating flashes (6000 μmol photon m^−2^ s^−1^, 600 ms) were delivered to measure F_m_ (in the dark) and F_m_^’^ (in the light). PSII maximum yields (F_v_/F_m_) were calculated as (F_m_-F_o_)/F_m_. The operating quantum yield of PSII (Y(II)) was calculated upon actinic illumination as (F_m_’ - F_o_)/F_m_. For light curves, animals were exposed to increasing light intensities, and for each light intensity, acoels were acclimated to the light for 2 min prior to a measurement of Y(II) in order to quantify steady state photosynthetic rates.

Freshly amputated tails were used as controls, as they undergo the same handling procedure as other experimental groups, ensuring a consistent baseline for comparison. This approach also ruled out potential differences in algal photosynthesis between anterior and posterior tissues. Amputations were completed quickly in under 5 min, and performed under green light following dark incubation to minimize perturbations to the system. To enhance reproducibility of our measurements, these experiments were repeated multiple times on different dates, but consistently at the same time of day, to ensure that the results were not influenced by unaddressed variables.

In determining the time points post amupuation for measuring photosynthetic activity, we chose 24 hpa because, at this time, F_v_/F_m_ and Y(II) showed more pronounced responses compared to 3 hpa (Fig. 2). A synchronization of transcriptional and functional responses is not expected due to the time needed to translate changes in mRNA abundance into observable functional outcomes. Indeed, there was a small transcriptional response at 24 hpa, even though the changes in photosynthesis were most evident.

### RNA extractions

Three replicates each containing five animals were used for bulk RNA extraction under each condition. We rinsed the animals with ASW twice and then removed as much ASW as possible. 300 μL of Trizol was added, followed by a 2–3 min incubation at room temperature and vigorous vortexing to dissociate the tissue. Samples were then flash frozen on dry ice and kept at −80 °C until extraction so that all samples for each RNA-seq experiment could be processed in parallel. On the day of the extraction, samples were thawed on ice and 700 μL of fresh Trizol was added. After brief vortexing, 200 μL of chloroform was added and the sample was shaken vigorously for 15 s followed by a 2 min incubation. Samples were then centrifuged (16,000 *g*, 15 min at 4 °C) and the aqueous phase was carefully transferred into new tubes and processed with the Direct-zol RNA Purification Kit (Zymo Research, cat. #R2051) following the manufacturer’s instructions, which includes a DNAse treatment step. RNA concentration and quality was quantified on a Bionanalyzer.

### RNA-seq library preparation

50 ng of input RNA was reverse transcribed (RT) using the Smartscribe Reverse Transcriptase (Clonetech). Full-length cDNA was generated using a modified Smart-seq2 protocol^83^. During the RT reaction a template-switch oligo and a custom oligo(dT) primer containing a UMI and sample barcode were supplemented to enrich mRNA (Supplementary Data 4). The RT reaction was performed in 10 μL reactions and incubated at 42 °C for 1 h. After first strand cDNA synthesis, 1 μL of 1:10 dilutions of RNAse A (Thermofisher) and Lambda Exonuclease (NEB) were added and incubated at 37 °C for 30 min. Following the incubation, an amplification step was performed using KAPA Hifi ReadyMix 2X (KapaBiosystems) containing 1 μL of ISPCR primer (10 μM) in 25 μL reactions. Samples were incubated at 95 °C for 3 min, followed by 12 PCR cycles of (98 °C for 20 s, 62 °C for 15 s, and 72 °C for 4 min), with a final extension at 72 °C for 5 min. Libraries were purified using a ratio of 1:0.85 sample to bead ratio using Agencourt AMPure XP SPRI beads (Beckman Coulter). The final products were quantified on a D5000 Tapestation (Agilent) or a Bioanalyzer using the High Sensitivity DNA kit (Agilent, cat. #5067-4626).

To generate sufficient amounts of input cDNA (>1 μg) for producing Oxford Nanopore Technologies (ONT) and PacBio libraries, which were used for the transcriptome assembly, samples were pooled together equally with 20 ng of cDNA each and amplified through an additional 6 PCR cycles. The entire pool was purified using Agencourt AMPure XP SPRI beads at a 1:0.85 ratio and eluted in 50 μL yielding a final library concentration of ~115 ng/μL.

For the ONT library preparation, ~1–2 μg of the final full-length cDNA product was prepared using the ligation based ONT method with the SQK-LSK109 kit, according to the ONT instructions with minor modifications. First, the end repair and A-tailing reactions were both extended to 30 min each at 20 °C and 65 °C, respectively, instead of 5 min for each reaction. Second, the ligation reaction time was extended to 30 min at room temperature instead of 10 min. Two runs were performed using the MinION device with the 48 h sequencing protocol in the MinION 9.4.1 chemistry flowcells. All bases were called with the high-accuracy GPU accelerated model of Guppy v3.5.2.

For the PacBio library preparation, a SMRT library was prepared with 1 μg of the full-length cDNA product using the Sequel II binding kit 2.0. Reads were processed through the Circular Consensus Sequencing (CCS) pipeline using Smartlink to generate high quality reads. Each read from the CCS output was generated using parameters of “min pass = 1” and “min accuracy = 0.85”.

For Illumina sequecing, 4–10 ng of the full-length cDNA was used as input for preparing Nextera XT (Illumina, cat. # FC-131-1024) libraries following the manufacturer’s recommendations. The input cDNA was indexed using a tagmentation reaction and then incubated at 72 °C for 3 min to heat inactivate the enzyme. The indexed cDNA libraries were amplified with 12 PCR cycles (95 °C for 10 s, 55 °C for 30 s, and 72 °C for 30 s), with a final extension at 72 °C for 5 min. Some amplified libraries were size selected for 300–800 bp on a 2% EX E-gel (Thermofisher) and purified using QIAquick gel extraction kit (Qiagen). Libraries were pooled at equal concentrations and sequenced either on a NextSeq 500 using High Output runs, or on a NovaSeq 6000.

### Transcriptome assembly and annotation

We filtered Illumina reads using Trimmomatic (v 0.39) with the following parameters “LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36”, and Nanopore and Pacbio reads using NanoFilt (v 2.7.1) with the following parameters “-q 10 -l 150 --headcrop 75 --tailcrop 75”. We assembled an initial transcriptome draft with RATTLE assembler^84^ using the filtered Nanopore reads. We then aligned filtered Illumina and Pacbio reads to the initial draft using Minimap2 (v 2.17-r941) to perform base polishing using Pilon (v 1.23)^85^. To remove chimeric transcripts or regions with poor read support, we performed a coverage scan with a rolling window size of 10 bp to trim both ends of the transcript that have less than 33% of the maximum alignment coverage. After trimming, transcripts that had lengths shorter than 300 bp were removed. We then re-mapped the Illumina reads to the initial draft using Salmon quant (v 1.3.0) and clustered similar transcripts with Grouper (https://github.com/COMBINE-lab/grouper) to remove duplicate transcripts. Illumina and Pacbio reads were then re-mapped against the clustered transcriptome using Minimap2 for a second round of base polishing, yielding the final version of the transcriptome.

We predicted the ORF for each transcript using TransDecoder (v 5.5.0) (https://github.com/TransDecoder/TransDecoder) with default parameters, only keeping the longest ORF. We performed functional annotation using Trinotate (v 3.2.1). To identify putative homologs, we performed blastx on the transcriptome against the NCBI “refseq_protein” database. To evaluate the completeness of our transcriptomes, we performed BUSCO (v 4.0.5) analysis.

### Determining the species origin of transcripts using DNA sequencing

We treated a large cohort of acoels with two rounds of DCMU, each lasting 24 h (see DCMU treatment), in order to remove algal cells and obtain an acoel-enriched sample. After 2 weeks of incubation, we confirmed the absence of algal cells through fluorescence imaging and selected animals with none or rare algal cells. We then proceeded to flash freeze these animals in liquid nitrogen and stored them at −80 °C. The alga-enriched sample was collected on a cell sorter (Sony SH800S) based on algal autofluorescence using the procedure described above. Sorted algal cells were centrifuged and washed twice with ASW before gDNA extraction.

gDNA was extracted using a high-molecular weight DNA isolation protocol^86^ with some modifications. We used 400 μL of GTC buffer with a 30 min incubation for tissue dissociation, then added 200 μL of distilled water and 400 μL of phenol/chloroform, and mixed by inversion. We then centrifuged at 12,000 *g* for 15 min at 4 °C and transferred the upper aqueous phase into a new Phase Lock gel tube. 500 μL of chloroform were added, and the solution was mixed by inversion before centrifugation at 12,000 *g* for 10 min at 4 °C. The upper aqueous phase was again transferred to a new Phase Lock gel tube. We then added 200 μL of 5 M NaCl, mixed by inversion before incubating for 10 min on ice, and centrifuged for 10 min. The upper aqueous phase was then transferred to a DNA LoBind tube, 600 μL of cold isopropanol were added, and samples were stored at 4 °C overnight. Samples were centrifuged for 2 h at 4000 *g* at 4 °C. The pellet was washed with 1 mL of 70% ethanol and centrifuged at 4000 *g* for 10 min at 4 °C. The pellet was resuspended in 50 μL of TE buffer (10 mM Tris-HCl, 1 mM EDTA, pH 8.0). We quantified gDNA concentration on a Qubit. Libraries were prepared with the Illumina DNA Prep kit (cat. #20018704) following the manufacturer’s instructions. 72 ng and 420 ng were used as input for the alga-enriched and the acoel-enriched samples, respectively. Reads were aligned to the transcriptome using Minimap2 (v 2.17-r941) with preset parameters for genomic short-read. We selected only properly paired mapped read counts for the analysis. Transcript depth and coverage was calculated with samtools (v 1.13, https://github.com/samtools/samtools).

### Differential gene expression analysis

Short reads were aligned with Minimap2 (v 2.17-r941), quantified with HTSeq, and differential gene expression analysis was performed using DESEQ2 (v 1.38.2), separately for the algal and acoel transcripts. For algal genes, the putative chloroplast genes were not included since our library preparation protocols enriched for polyadenylated transcripts and polyadenylation in chloroplast genes targets them for degradation instead of transcription^87^. GO term analysis was performed using the GSEApy package (v 1.0.4)^88^.

### BrdU staining

Acoels were exposed to 0.1 mg/ml BrdU for 2 h, washed, and amputated. At 0 or 24 hpa, animals were relaxed in 3.4% MgCl_2_ for 5 min and then immediately incubated in 4% formaldehyde (FA) in ASW for 1.5 h. Samples were washed with PBS, denatured in HCl (3:1 in distilled water) at 37 °C for 30 min, washed with PBSTx (PBS supplemented with 0.1% Triton-X), and blocked in 10% goat serum in PBSTx (blocking solution) for 1 h, followed by an incubation with mouse anti-BrdU monoclonal antibody (Sigma cat. #B2531, 1:100 dilution in blocking solution) overnight at 4 °C. Samples were then washed multiple times with PBSTx before being incubated in FITC-conjugated goat anti-mouse secondary antibody (Sigma cat. #A6667, 1:200) for 2–5 h at room temperature. Finally, samples were mounted in 75% glycerol for imaging.

### In situ hybridization

Animals were rinsed with filtered ASW, relaxed briefly in 3.4% MgCl_2_, and fixed with 4% FA in ASW for 1.5 h. Samples were then washed twice with PBSTw (PBS + 0.1% Tween-20) for 5 min each, followed by two quick rinses with 100% methanol. Fixed samples were stored in 100% methanol in −20 °C.

Riboprobes for in situ hybridization were synthesized using the oligonucleotide primers listed in Supplementary Data 4 to clone the DNA fragment of interest into vector pJC53.2 (Addgene Plasmid ID: 26536), followed by riboprobe synthesis as previously described^89^.

Fixed animals were bleached in 6% H_2_O_2_ in methanol for 1 h, washed with 100% methanol, rehydrated with 50% methanol in PBSTw, followed by two PBSTw washes. Then, they were incubated in Proteinase K solution (2 μg/mL supplemented with 0.1% SDS in PBSTw) for 10 min without shaking and immediately post-fixed with 4% FA in PBSTw for 1 h.

For fluorescence in situ hybridization (FISH), after two PBSTw washes, and one wash in 50% pre-hybridization buffer, samples were incubated in pre-hybridization buffer (prehyb, 50% deionized formamide, 0.1% Tween-20, 5x SSC, 1% SDS in DEPC-treated water) at 56 °C in a hybridization oven for 2.5 h. Hybridization proceeded overnight at 56 °C in hybridization buffer (50% deionized formamide, 0.1% Tween-20, 5x SSC, 1% SDS, 0.1 mg/mL yeast RNA, 0.1 mg/mL salmon sperm DNA, 62.5 μg/mL of heparin, in DEPC-treated water; riboprobes diluted at 1:1000). Samples were sequentially washed in prehyb, 50% prehyb, 2x SSC supplemented with 0.1% Tween-20, and 0.2x SSC with 0.1% Tween-20 for 20-30 min each at 56 °C. Samples were brought back to room temperature during the last wash, and then washed twice with MABTx (11.6 g/L maleic acid, 8.8 g/L NaCl, pH 7.5, 0.1% TritonX). Blocking was performed in 10% horse serum in MABTx for 1 h, followed by incubation overnight at 4 °C in an antibody solution of anti-DIG-POD (Roche, cat. # 11207750910, 1:1000 in blocking buffer). We washed the samples five times in MABTx and five times in PBTx (1x PBS, 0.1% TritonX, 0.1% BSA), each for 20 min. We then incubated the samples in tyramide buffer (2 M NaCl + 0.01 M boric acid, pH 8.5) for 10 min, followed by a 10 min incubation in development buffer (20 μg/mL IPBA, 0.003% H_2_O_2_, 20 μg/mL TAMRA in tyramide buffer) in the dark. After washes in PBTx, samples were mounted in scale solution (30% glycerol, 0.1% TritonX, 4 M urea, 2 mg/mL sodium ascorbate, in PBS)^90^ for imaging.

For hybridization chain reaction (HCR), samples were washed twice with PSBTw and then incubated with probe hybridization buffer (Molecular Instruments) for 30 min at 37 °C, before the hybridization buffer (probe hybridization buffer with 4 pM of the *Cl-runt* oligo pool) was added. The *Cl-runt* oligo pools were designed using the probe generator from the Ozoplat Lab^91^ (Supplementary Data 4). Samples were incubated for 12 h, and washed four times with probe wash buffer (Molecular Instruments) at 37 °C and five times at room temperature with 5x SSCT (5x SSC, 0.1% Tween-20). Samples were then incubated in amplification buffer (Molecular Instruments) for 30 min and incubated in a hairpin solution (30 pM of each hairpin, heated to 95 °C and snap cooled in amplification buffer). Samples were washed multiple times with 5x SSCT and mounted in scale solution for imaging. FISH and HCR samples were imaged on a Zeiss LSM 800 confocal microscope. Confocal sections with optimal z spacing based on the Zen software were captured to image the entire thickness of the acoel and maximum intensity projections were generated.

### RNAi-mediated gene knockdown

Genes of interest were identified from the reference transcriptome and primers were designed for the predicted ORFs (Supplementary Data 4). Double stranded RNA (dsRNA) was synthesized using the pJC53.2 plasmid (Addgene Plasmid ID: 26536), as previously described^89^, and resuspended in 50 μL MilliQ water. RNAi was performed through microinjection into the gut using a XenoWorks Digital Microinjector. Needles were pulled with a vertical micropipette puller (Sutter Instruments Model P-30, with settings heat: 750 and pull: 750). The dsRNA (~2–3 μg/μL) was diluted 1:1 with ASW and mixed with food coloring dyes for visual confirmation of successful delivery. *Cl-runt* RNAi injections were done every 2 days over a week (3 injections total). *Cl-egr* RNAi injections were done every 2–3 days for 3 weeks (9 injections). Animals were fed brine shrimp before every injection to induce the formation of the acoel gut cavity, and water was changed after every injection. As the negative control, acoels were injected with dsRNA of the *ccdB* and *camR* insert sequence in the pJC53.2 plasmid. Control RNAi was administered with the same frequency and time span as *Cl-runt* or *Cl-egr*, respectively, so that the differences between experimental and control groups can be attributed specifically to the knockdown, rather than the stress caused by the experimental procedure.

### Statistics and reproducibility

All experiments were repeated on different dates at least twice with more than three biological replicates. For RNAi experiments, regeneration was evaluated in both control and *Cl-runt* or *Cl-egr* dsRNA treated samples. If the control RNAi animals did not regenerate, the experiment was discarded. For PAM analysis, biological replicates were discarded if the fluorescence was not distinguishable from the background fluorescence. Investigators were not blinded to allocation during experiments and outcome assessments except for PAM measurements.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review file

Description of additional supplementary files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

### Source data

Source Data

## Data Availability

The reference transcriptomes generated in this study are provided in Supplementary Data 1, 2. The annotations generated in this study are provided in Supplementary Data 3. The RNA-seq datasets generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE242841 [https://0-www-ncbi-nlm-nih-gov.brum.beds.ac.uk/geo/browse/?view=samples&series=242841&zsort=date&display=20&page=1], and through SRA under the project number PRJNA1015130. The normalized read count and log_2_FoldChange values for all genes used in the figures are provided in Supplementary Data 5. Source data are provided with this paper.

## Code availability

The transcriptome assembly and annotation pipeline are available at www.github.com/xuesoso/acoel_reference_assembly.

# Supplementary material for: Coordinated wound responses in a regenerative animal-algal holobiont
**Source:** Nat Commun. 2024 May 13;15:4032. doi: 10.1038/s41467-024-48366-2
**Supplement:** Supplementary file 3 — Description of additional supplementary files

Description of Additional Supplementary Files

Supplementary Movie 1. Live imaging of algal movement around an anterior blastema at 2 dpa. Images are taken every 4 s for 5 min, time stamps in minutes:seconds. Scale bar, 50 μ m.

Supplementary Movie 2. Live imaging of algal movement around a newly regenerated head at 3 dpa. Images are taken every 4 s for 5 min, time stamps in minutes:seconds. Scale bar, 50 μ m.

Supplementary Data 1: Fasta file for the assembled acoel transcriptome.

Supplementary Data 2: Fasta file for the assembled algal transcriptome.

Supplementary Data 3. Gene annotations for acoel and alga transcriptomes. Species origin and gene names used in this study are provided in separate columns.

Supplementary Data 4. Oligo sequences used in this study. Oligo pools for HCR to detect Cl-runt expression, primers for cloning gene fragments used in RNAi (Cl-runt, Cl-egr) and ISH (Cl-egr, Cl-pc2) experiments, and custom oligos for RNA-seq experiments are listed with their sequences.

Supplementary Data 5: log2FoldChange and normalized counts of genes shown in the figures. Values are based on analysis with DESEQ2. Log2FC are only included if the padjusted values are smaller than or equal to 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

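The deposited data used here are from 26 RNA-seq libraries of *C. longifissura* with its algae: 8 tail libraries and 1 head library of the amputation experiment at 0, 3 or 6 hpa, and the tail libraries of control RNAi and *Cl-runt* RNAi at 0, 3 and 6 hpa. Each library held 5 animals. Libraries were grouped by their titles, which give 6 h where the protocol text of the labels gives only 0 or 3 h. The light-exposure libraries and those of 0, 1 and 2 days after amputation were not analysed here.

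The count values were deposited by the authors, who trimmed reads with Trimmomatic 0.39, aligned them with minimap2 2.17-r941 to their de novo transcriptome and counted them per transcript with HTSeq. The log2 values were deposited as log2 of TPM plus 1, from Salmon 1.3.0 as the authors state, and were used only as an alternative for levels of *Cl-runt* and for shares. The percent values (the algal share, the mapped percent and the GC percent) were deposited by the authors from their own counts and sequences. The origin of each transcript was taken from the authors' deposited classes, made from DNA depth: acoel, algal, ambiguous or chloroplast. The lines of the count files for reads without a feature, ambiguous, of low quality or not aligned were kept out of library sizes and tests. Alignments of low quality were 12292661 to 31256993 per tail library. The deposited algal TPM table of the amputation experiment, the BUSCO summary and the table of open reading frames were not used.

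Depth after this step was 2281075 to 7232234 acoel and 535406 to 2015077 algal counts per tail library, and 3337044 to 8405619 and 385625 to 1222313 per RNAi library. The *Cl-runt* RNAi tail library of 6 hpa replicate 2 holds 82 counts and was left out, by a minimum of 1000 counts set after the files were seen, so this group has 2 libraries. The head library has no replicate and was not tested. Simulated data with the same depth and dispersion were run through the same scripts, with 200 transcripts changed. Of those changed by a log2 fold of 2, 96.9% (acoel) and 96% (algae) were recovered at 3 hpa in tails, 90.9% and 75.8% in control RNAi, and 81.8% and 59.8% for the difference between the experiments. A comparison with fewer changed transcripts has a stricter adjustment of p, so its recovery may be lower.

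Each species was tested apart with edgeR 4.0.16 in R 4.3.3: library sizes and TMM factors within the species, filterByExpr, a quasi-likelihood F test (two-sided), Benjamini-Hochberg adjustment over all transcripts tested, and calls at an adjusted p of at most 0.05 and a log2 fold change of at least 0.8 in size. The comparisons were 3 and 6 hpa against 0 hpa and 6 against 3 hpa in tails, 3 against 0 hpa within each RNAi group, 6 against 0 hpa in control RNAi, *Cl-runt* against control RNAi at 0, 3 and 6 hpa, the RNAi by time interaction, and the experiment by time interaction of tails against control RNAi over 12 libraries. The standard error of a log2 fold change was taken as its size divided by the square root of F. Levels of *Cl-runt*, shares and the correlations within a time were tested with two-sided exact permutation tests, and the 2 correlations pooled over both times with 100000 resamples. With 3 libraries against 3 the smallest p these allow is 0.1. For each comparison of 3 against 3, the fit was repeated on all 10 splits of the libraries, and for interactions on 100 splits drawn with the labels exchanged within groups.

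Gene lists were the paper's own lists, which the study chose in part on these samples, and lists made from the deposited GO terms and protein families. They needed at least 5 tested members. Each was tested with camera of limma 3.58.1 at a preset correlation of 0.01, then with an estimated correlation and with fry, adjusted over the lists of a species. The transcripts named were drawn from those the paper names and from the called members with the largest changes each way of each list. They were also drawn from the 10 higher and 10 lower called transcripts with the largest changes, among those with a mean of at least 50 counts and separated groups. This rule was fixed before the deposited files were opened, though the values in the paper's tables had been seen. The selection of algal genes by *Cl-runt* followed the paper's rule, with an adjusted p of at most 0.1 and a log2 fold change of at most -0.8 at 3 hpa, or a Spearman rho of at least 0.8 over the 12 RNAi libraries of 0 and 3 hpa. The rho used CPM scaled by TMM within each species, without a log or a prior count.

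The alternatives set before the data were examined were DESeq2 1.42.0 with the same thresholds, DESeq2 size factors in edgeR, all transcripts scaled together, no filter on low counts, the adjusted p alone, only the compared groups in the fit, 1 dispersion for all RNAi libraries, all libraries of both experiments in 1 fit, a term for the replicate number and each library left out in turn. Further settings were chosen after the data were seen: DESeq2 without the filter, the species of the deposited amputation tables, a trend with transcript length removed from each library, and the library left out for its depth. The replicate numbers are not stated to mark pairs, so the main tests treat groups as unpaired. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.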

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

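Of the tests in this part, that of length in the algae, the fits with the length trend removed, the 3 on the algal transcripts lower at 0 hpa and all repeats on other splits of the libraries were chosen after the result was seen.

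The difference between the responses at 3 hpa of amputated tails and of control RNAi animals passed for 1444 acoel transcripts (1192 with the larger value in tails, 252 with the smaller; DESeq2 1167 and 404) and 355 algal transcripts (206 and 149; DESeq2 290 and 227), a tested difference between groups. *Cl-runt* itself had a difference of 1.62 (SE 0.27, edgeR adjusted p = 0.000752) and the algal *Ts-psbs-4* of 5.31 (SE 0.64, edgeR adjusted p = 5.58e-05). The 355 algal calls became 205 and 231 without tail 0 hpa replicates 2 and 4 and 228 without tail 3 hpa replicate 1.

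The RNAi by time interaction, also a difference between groups, passed for 3 acoel (3 lower; DESeq2 10 higher and 53 lower) and 20 algal transcripts (18 higher and 2 lower; DESeq2 46 and 19). Among them were the acoel collagen alpha-1(I)-like transcript (cluster_14971_pilon) at -2.24 (SE 0.23, edgeR adjusted p = 0.000363) and the algal mannose-6-phosphate isomerase (cluster_12421_pilon) at 2.89 (SE 0.41, edgeR adjusted p = 0.00132). The acoel calls became 14, 11 and 5 without control RNAi tail 3 hpa replicates 1, 2 and 3 and 5 without runt RNAi tail 0 hpa replicate 2, and the algal calls 12 and 12 without control RNAi tail 0 hpa replicates 1 and 2, 11 and 12 without control RNAi tail 3 hpa replicates 1 and 3, 31 and 11 without runt RNAi tail 0 hpa replicates 2 and 3 and 9 and 9 without runt RNAi tail 3 hpa replicates 2 and 3. Under the other settings that moved a count over 1.5 times, they became 0 with all libraries of both experiments in 1 fit in the acoel and 12 with a term for the replicate number and 11 with 1 dispersion for all RNAi libraries in the algae. The call of collagen ended with all libraries of both experiments in 1 fit (-2.25).

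In data the paper does not report on, the RNAi libraries of 6 hpa, 59 acoel (39 higher and 20 lower) and 84 algal transcripts (10 and 74) passed between 6 and 0 hpa in control RNAi. The acoel mucin-5AC-like transcript (cluster_6699_pilon) rose with 3.02 (SE 0.38, edgeR adjusted p = 0.000408). The acoel calls became 28, 26 and 31 without control RNAi tail 0 hpa replicates 1, 2 and 3 and 29 and 115 without control RNAi tail 6 hpa replicates 2 and 3, and the algal calls 50 and 50 without control RNAi tail 0 hpa replicates 1 and 2. They became 18 with only the compared libraries fitted in the acoel and 46 with only the compared libraries fitted in the algae. Between *Cl-runt* and control RNAi at 6 hpa, 6 acoel transcripts passed, 3 higher and 3 lower, and these became 2 without control RNAi tail 6 hpa replicate 2 and 0 and 0 without runt RNAi tail 6 hpa replicates 1 and 3, and 0 with only the compared libraries fitted and 0 with a term for the replicate number.

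The comparisons of 3 libraries against 3 were repeated on every split of the same 6 libraries, where 10 splits are too few for a share under 0.05. In each, only 1 split, the real split, reached the real count. The real count and the highest of the other splits were, in the acoel, 2063 and 0 (tails at 3 against 0 hpa), 29 and 1 (control RNAi at 3 against 0 hpa), 17 and 0 (*Cl-runt* RNAi at 3 against 0 hpa), 21 and 0 (*Cl-runt* against control RNAi at 3 hpa), 13 and 0 (the same at 0 hpa), 59 and 1 (control RNAi at 6 against 0 hpa). In the algae they were 977 and 0 (tails at 3 against 0 hpa), 63 and 2 (control RNAi at 3 against 0 hpa), 87 and 0 (*Cl-runt* RNAi at 3 against 0 hpa), 4 and 0 (*Cl-runt* against control RNAi at 3 hpa), 91 and 1 (the same at 0 hpa), 84 and 0 (control RNAi at 6 against 0 hpa). The interactions were repeated on 100 splits with labels exchanged within groups. For the RNAi by time interaction, 2 splits called as many acoel transcripts as the real 3 (highest 221) and 5 as many algal transcripts as the real 20 (highest 75). For the difference between experiments, 9 splits called as many acoel transcripts as the real 1444 (highest 2072) and 2 as many algal transcripts as the real 355 (highest 360). The draws include some that keep the real parting, or its mirror, by RNAi at 1 time or by time in 1 experiment, whose own response can then make calls (19 and 19 of the 100). Of the draws that reached the real count, the real one included, 2 acoel and 5 algal for RNAi by time and 9 and 2 for the experiments were of this kind, and the highest of the rest was 1, 15, 1 and 0. These draws do not decide whether chance made the interactions. The acoel RNAi by time draw with several times the real count is among those that keep a real parting or its mirror.

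Acoel transcripts that rose in tails at 3 hpa were long, with a median length of 1813.5 bases against 1366 for those not called and 1086 for those that fell, and fold change followed length across transcripts with a Spearman rho of 0.284. In the algae of the same libraries rho was -0.0109. This cannot rule out a length bias of whole libraries, since the species need not share such a trend. From 0 to 3 hpa, rho was -0.21 in the algae and -0.087 in the acoel of control RNAi. In *Cl-runt* RNAi it was -0.29 and -0.0016. With the trend of each library removed, 1823 acoel transcripts passed (1439 higher and 384 lower), 1650 of them passing with the trend too, so the trend does not make most of the calls. Long wound transcripts, a length bias of whole libraries and a difference in acoel RNA alone, such as its integrity, may each give such a trend, and the data leave this open.

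The median log2 fold change in control RNAi of the acoel transcripts that rose in tails was 0.144, against 1.34 in tails (1223 of 1672 positive), which argues against lower power in the RNAi experiment as the reason for the few calls there. With the length trend removed, 1091 transcripts passed in the difference between experiments, which argues against length as its source. Relative to a 0 hpa tail that took no part in the call, these transcripts stood higher by 0.797 on the log2 scale in control RNAi at 0 hpa (mean over the 3 tails) and by 1.29 in tails at 3 hpa, so injected animals may already express wound transcripts at 0 hpa. Injection, handling, date and library preparation go together in this contrast and stay open. In the algae, the transcripts that rose in tails, with a median of 1.18, had a median of -0.106 in control RNAi. Those that fell, with -1.25, had -0.0561. Both sets were chosen in tails, which inflates the tail medians. The photosystem and light-harvesting list of the paper had positive medians in both, 0.43 in tails and 0.88 in control RNAi.

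The 86 algal transcripts lower in *Cl-runt* RNAi at 0 hpa had a median log2 fold change of -1.54 there, -0.247 at 3 hpa (61 of 86 lower by sign) and -0.196 at 6 hpa. They were chosen by their 0 hpa values, which inflates the first median. The smaller later values thus do not decide whether lower *Cl-runt* has a lasting effect. Leaving out each library in turn left 48 to 98 such calls, so no single library makes them. From 3 to 6 hpa in control RNAi, the same transcripts changed by a median of -1.22, with 83 of 86 lower by sign, and they may follow the time of sampling, such as the time of day. Times of day are not given, so an effect of *Cl-runt* on the algae of uncut animals stays open.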

How the results depend on the processing

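DESeq2 without the filter, the species of the amputation tables and the removed length trend, all part of the totals given first, were chosen after the results were seen, and the other settings before. Of 19679 values of named transcripts under the alternatives other than leaving out a library, 19197 kept their side of the thresholds, 316 calls ended and 166 were gained, and of 18223 values with a library left out these were 17132, 975 and 116. For gene lists they were 1345, 113 and 21 of 1479, and 1911, 81 and 48 of 2040 with a library left out. The 3 hpa counts of both species in tails stayed within 1.5 times under DESeq2 and every library left out. The cause of the changes was not tested.

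In DESeq2 the count was 96 (tails at 6 against 3 hpa), 95 (control RNAi at 3 hpa), 113 (*Cl-runt* RNAi at 3 hpa), 165 (*Cl-runt* against control RNAi at 3 hpa), 79 (*Cl-runt* against control RNAi at 0 hpa), 63 (RNAi by time), 142 (control RNAi at 6 hpa) and 58 (*Cl-runt* against control RNAi at 6 hpa) in the acoel and 123 (control RNAi at 3 hpa), 177 (*Cl-runt* RNAi at 3 hpa), 36 (*Cl-runt* against control RNAi at 3 hpa), 65 (RNAi by time), 154 (control RNAi at 6 hpa) and 9 (*Cl-runt* against control RNAi at 6 hpa) in the algae. In DESeq2 without the filter, a setting added after the data were seen, the count was 94 (tails at 6 against 3 hpa), 97 (control RNAi at 3 hpa), 114 (*Cl-runt* RNAi at 3 hpa), 167 (*Cl-runt* against control RNAi at 3 hpa), 75 (*Cl-runt* against control RNAi at 0 hpa), 64 (RNAi by time), 142 (control RNAi at 6 hpa) and 59 (*Cl-runt* against control RNAi at 6 hpa) in the acoel and 126 (control RNAi at 3 hpa), 174 (*Cl-runt* RNAi at 3 hpa), 36 (*Cl-runt* against control RNAi at 3 hpa), 67 (RNAi by time), 155 (control RNAi at 6 hpa) and 10 (*Cl-runt* against control RNAi at 6 hpa) in the algae. With only the compared groups fitted the count was 24 (tails at 6 against 3 hpa), 19 (control RNAi at 3 hpa), 59 (*Cl-runt* RNAi at 3 hpa), 0 (*Cl-runt* against control RNAi at 3 hpa), 18 (control RNAi at 6 hpa) and 0 (*Cl-runt* against control RNAi at 6 hpa) in the acoel and 58 (*Cl-runt* against control RNAi at 0 hpa) and 46 (control RNAi at 6 hpa) in the algae. With all transcripts scaled together the count was 32 (*Cl-runt* against control RNAi at 3 hpa) in the acoel and 41 (control RNAi at 3 hpa), 43 (*Cl-runt* RNAi at 3 hpa), 0 (*Cl-runt* against control RNAi at 3 hpa) and 50 (*Cl-runt* against control RNAi at 0 hpa) in the algae. Without the filter on low counts the count was 26 (*Cl-runt* RNAi at 3 hpa) and 32 (*Cl-runt* against control RNAi at 3 hpa) in the acoel. By the adjusted p alone the count was 4075 (tails at 3 hpa), 3292 (tails at 6 hpa), 44 (control RNAi at 3 hpa), 33 (*Cl-runt* against control RNAi at 3 hpa) and 20 (*Cl-runt* against control RNAi at 0 hpa) in the acoel. With a replicate block the count was 7 (*Cl-runt* against control RNAi at 3 hpa), 5 (*Cl-runt* against control RNAi at 0 hpa) and 0 (*Cl-runt* against control RNAi at 6 hpa) in the acoel and 0 (*Cl-runt* against control RNAi at 3 hpa) and 12 (RNAi by time) in the algae. With 1 dispersion for all RNAi libraries the count was 8 (*Cl-runt* against control RNAi at 3 hpa) and 1 (*Cl-runt* against control RNAi at 0 hpa) in the acoel and 54 (*Cl-runt* RNAi at 3 hpa), 51 (*Cl-runt* against control RNAi at 0 hpa) and 11 (RNAi by time) in the algae. With all libraries of both experiments in 1 fit the count was 0 (RNAi by time) in the acoel. Behind the replicate block, replicates of equal number in different groups had a correlation of 0.106 at most and -0.22 at least, and pairing was not used in the main tests.

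The share of all counted transcripts gave an acoel difference of 0.92 percentage points in tails at 3 hpa and 0.69 for *Cl-runt* against control RNAi at 3 hpa, against -1.48 and -1.64 over acoel and algal counts, the only reversals of sign. *Cl-runt* at 6 hpa, -2.14 in *Cl-runt* against control RNAi, stood at -2.14 with only the compared groups and -2.04 with a replicate block, neither of which passed. Its rise in *Cl-runt* RNAi at 3 hpa passed in DESeq2 (1.30, and 1.30 without the filter). The number of algal genes selected for *Cl-runt* was 274 within the 6 libraries of 3 hpa, 129 within those of 0 hpa and 4 with the libraries of 6 hpa. These 4 were chosen by fold and adjusted p, and 0 by rho.

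With an estimated correlation, camera called 0 lists in every comparison of lists (acoel tails at 3 hpa, acoel tails at 6 hpa, acoel control RNAi at 3 hpa, acoel *Cl-runt* against control RNAi at 3 hpa, acoel RNAi by time, acoel *Cl-runt* against control RNAi at 6 hpa, algae tails at 3 hpa, algae tails at 6 hpa, algae control RNAi at 3 hpa and algae RNAi by time), apart from 1 (algae *Cl-runt* against control RNAi at 3 hpa). Fry called 14 (acoel tails at 3 hpa), 0 (acoel *Cl-runt* against control RNAi at 3 hpa), 0 (acoel RNAi by time), 0 (acoel *Cl-runt* against control RNAi at 6 hpa), 6 (algae tails at 6 hpa), 0 (algae control RNAi at 3 hpa), 1 (algae *Cl-runt* against control RNAi at 3 hpa) and 0 (algae RNAi by time).

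With each library left out in turn, the number of acoel calls ran from 3 to 14 from 3 (RNAi by time), 8 to 48 from 29 (control RNAi at 3 hpa), 26 to 115 from 59 (control RNAi at 6 hpa), 1090 to 1567 from 1444 (experiment by time), 8 to 33 from 17 (*Cl-runt* RNAi at 3 hpa), 0 to 8 from 13 (*Cl-runt* against control RNAi at 0 hpa), 0 to 63 from 21 (*Cl-runt* against control RNAi at 3 hpa), 0 to 9 from 6 (*Cl-runt* against control RNAi at 6 hpa), 1829 to 2160 from 2063 (tails at 3 hpa), 1452 to 1865 from 1813 (tails at 6 hpa) and 5 to 57 from 48 (tails at 6 against 3 hpa). That of algal calls ran from 9 to 31 from 20 (RNAi by time), 19 to 71 from 63 (control RNAi at 3 hpa), 50 to 82 from 84 (control RNAi at 6 hpa), 205 to 343 from 355 (experiment by time), 24 to 131 from 87 (*Cl-runt* RNAi at 3 hpa), 49 to 107 from 91 (*Cl-runt* against control RNAi at 0 hpa), 0 to 10 from 4 (*Cl-runt* against control RNAi at 3 hpa), 0 to 1 from 0 (*Cl-runt* against control RNAi at 6 hpa), 775 to 966 from 977 (tails at 3 hpa), 26 to 171 from 242 (tails at 6 hpa) and 25 to 102 from 78 (tails at 6 against 3 hpa). The *Cl-runt* log2 fold change ran from 1.83 to 2.21 from 2.01 (control RNAi at 3 hpa), 0.98 to 1.51 from 1.28 (*Cl-runt* RNAi at 3 hpa), -0.63 to -0.12 from -0.44 (*Cl-runt* against control RNAi at 0 hpa), -1.31 to -0.94 from -1.17 (*Cl-runt* against control RNAi at 3 hpa), -2.43 to -1.86 from -2.14 (*Cl-runt* against control RNAi at 6 hpa) and 3.56 to 3.75 from 3.65 (tails at 3 hpa). Its level on the log2 scale changed by 1.82 to 2.20 from 2.01 (control RNAi at 3 hpa), 0.99 to 1.53 from 1.31 (*Cl-runt* RNAi at 3 hpa), -0.68 to -0.14 from -0.46 (*Cl-runt* against control RNAi at 0 hpa), -1.31 to -0.94 from -1.17 (*Cl-runt* against control RNAi at 3 hpa), -2.43 to -1.86 from -2.12 (*Cl-runt* against control RNAi at 6 hpa) and 3.56 to 3.79 from 3.67 (tails at 3 hpa). Acoel shares ran from 1.39 to 2.61 from 1.87 (control RNAi at 3 hpa), -2.75 to -1.01 from -1.64 (*Cl-runt* against control RNAi at 3 hpa) and -2.78 to -0.28 from -1.48 (tails at 3 hpa) percentage points. The number of lists called by camera ran from 0 to 3 from 1 (RNAi by time), 1 to 4 from 2 (control RNAi at 3 hpa), 1 to 7 from 6 (*Cl-runt* against control RNAi at 3 hpa), 0 to 6 from 1 (*Cl-runt* against control RNAi at 6 hpa), 7 to 10 from 8 (tails at 3 hpa) and 11 to 15 from 13 (tails at 6 hpa) in the acoel and 1 to 3 from 2 (RNAi by time), 3 to 8 from 8 (control RNAi at 3 hpa), 4 to 8 from 6 (*Cl-runt* against control RNAi at 3 hpa), 0 to 2 from 0 (*Cl-runt* against control RNAi at 6 hpa), 9 to 17 from 14 (tails at 3 hpa) and 6 to 12 from 10 (tails at 6 hpa) in the algae.

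At the depth and dispersion of these libraries, a log2 fold change of 1 was recovered in simulated data for 57% of algal and 57.6% of acoel transcripts in tails at 3 hpa, and for 23.5% of algal transcripts in control RNAi, 8.08% in the RNAi by time interaction and 4.04% in the difference between experiments, against 57.6, 35.4 and 33.3% in the acoel.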

Differences from the paper's values

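Of the tests in this part, only the settings marked as added after the data were seen were chosen after the result was seen. A count is taken as different where it is over 1.5 times the paper's count or under the paper's count divided by 1.5.

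The paper selects 91 algal genes for *Cl-runt*, and the same rule gave 60 here. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's with the p and fold of DESeq2 (82, of which 59 were among the 60). It also did with rho within the 6 libraries of 0 hpa (129, of which 8). Those 8 include the 4 chosen by fold and adjusted p, which that setting keeps whatever their rho. It lay outside with an adjusted p of at most 0.05 (58), Pearson correlation (54), rho on DESeq2 normalized counts (58) and rho on deposited TPM (48). So it did with the 6 libraries of 3 hpa (274), without the 2 libraries farthest from the median *Cl-runt* level (51) and without the filter on low counts (59). With all RNAi libraries with 6 hpa it was 4, all by fold and adjusted p and 0 by rho.

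The paper calls 7 algal transporters dependent on *Cl-runt*, with no threshold for transporters in the text read here, which lacks the legend of its Supplementary Fig. 7, and 0 of these passed here in *Cl-runt* against control RNAi at 3 hpa, at an adjusted p of at most 0.05 and a log2 fold change of at least 0.8 in size. With DESeq2, set before the data were examined, 5 passed, within 1.5 times the paper's count: *Ts-dur3*, *Ts-slc5a7*, *Ts-slc6a13*, *Ts-zip12* and *Ts-zip3* (cluster_10358_pilon, cluster_5972_pilon, cluster_8633_pilon, cluster_4914_pilon and cluster_2746_pilon). It stayed at 0 with DESeq2 size factors in edgeR, all transcripts scaled together, no filter on low counts, only the compared groups, the replicate block, 1 dispersion for all RNAi libraries and each library left out. By the paper's rule for its 91 algal genes, lower at 3 hpa with an adjusted p of at most 0.1 and a log2 fold change of at least 0.8 in size, or rho with *Cl-runt* of at least 0.8, 1 of the 7 was selected here (*Ts-yggt*, cluster_25764_pilon), and 6 with the p and fold of DESeq2.

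The paper finds 14 acoel transporters affected by *Cl-runt* RNAi, with no threshold in the text read here, and 0 of 28 named in it passed here in *Cl-runt* against control RNAi at 3 hpa, at the same thresholds. That text names only some of the 14, so the overlap with those counted is known in part. No alternative set before the data were examined brings the count within 1.5 times: DESeq2 gave 2, *Cl-eaat1* and *Cl-slco4c1* (cluster_8897_pilon and cluster_6230_pilon), leaving out control RNAi replicate 2 of 3 hpa gave 1, *Cl-eaat1*, and the others gave 0. The transport proteins *Cl-sfxn-1* and *Cl-atc1*, which were not on the list counted, passed.

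The paper shows about 80 acoel transcripts lower at 6 than at 3 hpa in Fig. 3, read by eye, and 38 passed here. With DESeq2, set before the data were examined, the count (81) lay within 1.5 times of that. It lay outside with DESeq2 size factors in edgeR (38), all transcripts scaled together (29), no filter on low counts (38), only the compared groups (21), the adjusted p alone (40) and each library left out (3 to 43).

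The paper shows about 25 algal transcripts lower at 6 than at 3 hpa in Fig. 3, read by eye, and 14 passed here. The count lay within 1.5 times of that with DESeq2 (24), all transcripts scaled together (18) and without tail 3 hpa replicate 2 (17), all set before the data were examined. It lay outside with DESeq2 size factors in edgeR (15), no filter on low counts (14), only the compared groups (12), the adjusted p alone (14) and each of the other libraries left out (0 to 8).

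Of the algal genes with a log2 fold change in the paper's tables, all had the same sign here, and the largest difference was 0.0364. In edgeR the adjusted p, the threshold the paper states for these values, was at most 0.05 for 40, 18, 18, 3, 3 and 0 of them in this order: tails at 3 and 6 hpa, control and *Cl-runt* RNAi at 3 hpa, and between RNAi groups at 0 and 3 hpa. With the fold threshold of 0.8 too, those called were 35 of 41 in tails at 3 hpa, 18 of 22 at 6 hpa, 18 of 26 in control RNAi at 3 hpa, 3 of 10 in *Cl-runt* RNAi at 3 hpa, 3 of 3 between RNAi groups at 0 hpa and 0 of 5 at 3 hpa. In DESeq2 the adjusted p alone was at most 0.05 for 41, 19, 24, 8, 3 and 4 of them.

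The paper describes *Cl-runt* RNAi as lowering *Cl-runt* after injury. Here its log2 fold change (cluster_4314_pilon) was -1.17 (SE 0.27, edgeR adjusted p = 0.0638) at 3 hpa, not passing under any setting run, and -2.14 (SE 0.34, edgeR adjusted p = 0.0272) at 6 hpa, which passed. The direction at 3 hpa is the paper's, and the unadjusted edgeR p of this gene, the target of the RNAi, was 0.00056 there. The call of *Cl-runt* between the RNAi groups at 6 hpa ended without control RNAi tail 6 hpa replicate 2 (-2.04), without any 1 of the 2 *Cl-runt* RNAi tail 6 hpa libraries (-2.43 to -1.86), with only the compared libraries fitted (-2.14) and with a term for the replicate number (-2.04).

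The paper has 1 flavodiiron gene, *Ts-flva* (cluster_872_pilon), rising at 3 hpa. Here it stood at -0.66 (SE 0.22, edgeR adjusted p = 0.0427), under the fold threshold and of the opposite sign. Of the 3 *Ts-lcib* genes it has rising at both times, *Ts-lcib-5* (cluster_13497_pilon) stood at -0.77 (SE 0.22, edgeR adjusted p = 0.0223) and -0.17 (SE 0.25, edgeR adjusted p = 0.772). *Ts-lcib-3* and *Ts-lcib-4* (cluster_10404_pilon and cluster_19461_pilon) passed at 3 hpa and stood at 0.71 (SE 0.31, edgeR adjusted p = 0.22) and 0.66 (SE 0.31, edgeR adjusted p = 0.275) at 6 hpa. The transporters *Ts-hla3-2* and *Ts-hla3-4* (cluster_1100_pilon and cluster_418_pilon), which it also has rising, passed at 6 hpa, with 0.90 (SE 0.24, edgeR adjusted p = 0.0401) and 0.85 (SE 0.23, edgeR adjusted p = 0.0457), and not at 3 hpa, with 0.61 (SE 0.22, edgeR adjusted p = 0.0609) and 0.28 (SE 0.21, edgeR adjusted p = 0.418). *Ts-bst1* rose at both times. In the paper's own table for Fig. 4, *Ts-flva* and *Ts-lcib-5* have -0.66 and -0.77 at 3 hpa, and none of the 3 *Ts-lcib* genes has a fold change at 6 hpa or *Ts-hla3-2* and *Ts-hla3-4* at 3 hpa, so these differences are from its text and not from its table. The call of *Ts-hla3-2* in tails at 6 hpa ended without any 1 of the 3 tail 0 hpa libraries (0.77 to 1.05), without any 1 of the 2 tail 6 hpa libraries (0.86 to 0.92) and with the species of the deposited amputation tables, added after the data were seen (0.90). The call of *Ts-hla3-4* in tails at 6 hpa ended without any 1 of the 3 tail 0 hpa libraries (0.80 to 0.89), without any 1 of the 2 tail 6 hpa libraries (0.79 to 0.88), in DESeq2 (0.84) and with the species of the deposited amputation tables, added after the data were seen (0.84). *Ts-flva* in tails at 3 hpa passed without tail 0 hpa replicate 2 (-0.81), *Ts-lcib-5* in tails at 3 hpa without tail 0 hpa replicate 2 or 4 (-0.82 and -0.83) and without tail 3 hpa replicate 3 (-1.05), and *Ts-hla3-2* in tails at 3 hpa with all transcripts scaled together (0.82).

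The genes of this paragraph are not in the paper's tables of fold changes read here, so they are compared with its text alone. The text cites Supplementary Fig. 7 for them, beside results of the RNAi experiment, so control RNAi is the closer group, and the tails are of another experiment. In control RNAi *Cl-slco4c1*, *Cl-vha*, *Cl-eaat1*, *Cl-sialin-1*, *Cl-slc6a5* and *Cl-slc18b1-2* had the paper's sign and did not pass in edgeR. The paper has *Ts-dur3* rising at early times. Here it stood at -0.52 (SE 0.34, edgeR adjusted p = 0.62) in control RNAi and fell in tails, with -1.53 (SE 0.35, edgeR adjusted p = 0.00482) at 3 hpa and -1.87 (SE 0.41, edgeR adjusted p = 0.0137) at 6 hpa. It has *Cl-slco4c1* falling after injury. Here it stood at -0.45 (SE 0.22, edgeR adjusted p = 0.47) in control RNAi and rose in tails, with 1.33 (SE 0.22, edgeR adjusted p = 0.00020) at 3 hpa. *Cl-vha* (cluster_25313_pilon), also described as falling, stood at 0.20 (SE 0.32, edgeR adjusted p = 0.685) in tails and -1.36 (SE 0.42, edgeR adjusted p = 0.223) in control RNAi. *Cl-eaat1*, described so too, stood at 0.28 (SE 0.33, edgeR adjusted p = 0.561) in tails and -1.36 (SE 0.30, edgeR adjusted p = 0.0685) in control RNAi. Between RNAi groups at 3 hpa it stood at 1.38 (SE 0.30, edgeR adjusted p = 0.0528). *Cl-gogat-1* (cluster_3603_pilon) and *Cl-amt1-1* (cluster_4420_pilon), described as falling in dependence on *Cl-runt*, stood at -0.32 (SE 0.15, edgeR adjusted p = 0.113) and 0.29 (SE 0.41, edgeR adjusted p = 0.643) in tails, -0.01 (SE 0.25, edgeR adjusted p = 0.99) and 0.40 (SE 0.41, edgeR adjusted p = 0.784) in control RNAi and -1.09 (SE 0.25, edgeR adjusted p = 0.0633) and -1.29 (SE 0.43, edgeR adjusted p = 0.18) between RNAi groups at 3 hpa. In *Cl-runt* RNAi at 3 hpa they stood at -0.89 (SE 0.25, edgeR adjusted p = 0.158) and -1.53 (SE 0.42, edgeR adjusted p = 0.146). *Cl-sialin-1* (cluster_13513_pilon), described as rising, stood at -0.01 (SE 0.21, edgeR adjusted p = 0.98) in tails and 0.60 (SE 0.16, edgeR adjusted p = 0.136) in control RNAi. Of the solute carriers it has rising, *Cl-slc6a18* rose in tails with 3.51 (SE 0.23, edgeR adjusted p = 2.33e-08) and in control RNAi with 2.25 (SE 0.46, edgeR adjusted p = 0.049). At 3 hpa *Cl-slc6a5* stood at -0.40 (SE 0.14, edgeR adjusted p = 0.0365), *Cl-slc18b1-1* fell with -1.06 (SE 0.38, edgeR adjusted p = 0.0402), and *Cl-slc18b1-2* stood at 0.65 (SE 0.27, edgeR adjusted p = 0.0705) at 3 hpa and 1.10 (SE 0.28, edgeR adjusted p = 0.00836) at 6 hpa (cluster_2041_pilon, cluster_14616_pilon and cluster_16637_pilon). In control RNAi these 3 stood at 0.49 (SE 0.12, edgeR adjusted p = 0.0955), -0.32 (SE 0.35, edgeR adjusted p = 0.792) and 0.77 (SE 0.33, edgeR adjusted p = 0.388). The call of *Ts-dur3* in tails at 3 hpa ended in DESeq2 without the filter on low counts, added after the data were seen (-1.52). The call of *Ts-dur3* in tails at 6 hpa ended without tail 0 hpa replicate 2 (-1.46), without tail 6 hpa replicate 3 (-1.38) and in DESeq2 (-1.88). The call of *Cl-slc6a18* in control RNAi ended without control RNAi tail 0 hpa replicate 1 or 3 (2.25 and 1.79), without control RNAi tail 3 hpa replicate 1 or 3 (2.33 and 1.90), with only the compared libraries fitted (2.26) and with a term for the replicate number (2.36). The call of *Cl-slc18b1-1* in tails at 3 hpa ended without any 1 of the 3 tail 0 hpa libraries (-1.20 to -0.89), without tail 3 hpa replicate 1 or 3 (-0.86 and -1.17), in DESeq2 (-1.08) and with a term for the replicate number (-0.69). The call of *Cl-slc18b1-2* in tails at 6 hpa ended without tail 6 hpa replicate 6 (0.80). *Cl-eaat1* between the RNAi groups at 3 hpa passed without control RNAi tail 3 hpa replicate 2 (1.59) and in DESeq2 (1.38), *Cl-slc6a5* in tails at 3 hpa with the trend on transcript length removed, added after the data were seen (-0.88), *Cl-eaat1* in control RNAi in DESeq2 (-1.36), *Cl-gogat-1* between the RNAi groups at 3 hpa in DESeq2 (-1.09), and *Cl-gogat-1* and *Cl-amt1-1* in *Cl-runt* RNAi in DESeq2 (-0.89 and -1.54).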

Other observations

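No explanation is put forward in this part, and no test in it was chosen after the result was seen. Acoel fold changes in tails followed transcript length, with a Spearman rho of 0.284 at 3 hpa and 0.339 at 6 hpa. No list was tested with that trend removed, so its part in the acoel lists in tails is not known.

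In amputated tails at 3 hpa (n = 3 libraries each), 18 of 49 acoel transcripts annotated with sarcomere or muscle contraction rose and none fell (20 and 0 adjusted over the list alone; limma camera adjusted p = 4.54e-08, adjusted p = 0.321 with an estimated correlation), among them a nesprin-1-like transcript (cluster_4106_pilon) with a log2 fold change of 2.12 (SE 0.23, edgeR adjusted p = 2.52e-06). Of 211 cilium transcripts, as in the ciliated epidermis, 46 rose and 1 fell (limma camera adjusted p = 7.62e-05, adjusted p = 0.349 with an estimated correlation), and the degenerin-like unc-105 (cluster_1738_pilon) fell with -1.38 (SE 0.33, edgeR adjusted p = 0.00346). Of 79 Wnt signalling transcripts 20 rose and 1 fell (limma camera adjusted p = 0.0248, adjusted p = 0.321 with an estimated correlation), with a p30 dbc protein (cluster_8805_pilon) at 2.14 (SE 0.26, edgeR adjusted p = 7.25e-06). The 2 extremes of that list were chymotrypsin-like elastases, of the digestive proteases, cluster_16356_pilon at 2.72 (SE 0.90, edgeR adjusted p = 0.0279) and cluster_20492_pilon at -1.17 (SE 0.36, edgeR adjusted p = 0.0186). Of 55 extracellular matrix transcripts 11 rose and none fell (limma camera adjusted p = 0.0411, adjusted p = 0.432 with an estimated correlation), the largest an unnamed transcript (cluster_2572_pilon) with 2.12 (SE 0.18, edgeR adjusted p = 1.81e-07). Of 177 digestive peptidase transcripts 16 rose and 38 fell (16 and 40 adjusted over the list alone; limma camera adjusted p = 0.0136, adjusted p = 0.171 with an estimated correlation), and a beta-fibrinogenase brevinase-like transcript (cluster_22164_pilon) fell with -3.56 (SE 0.59, edgeR adjusted p = 0.000159). DNA polymerase alpha (cluster_20201_pilon) rose with 1.82 (SE 0.23, edgeR adjusted p = 8.45e-06), as did *Cl-gulo* (cluster_4086_pilon), 3.56 (SE 0.22, edgeR adjusted p = 1.89e-08), which also rose in control RNAi, 2.41 (SE 0.47, edgeR adjusted p = 0.036). The call of the elastase cluster_16356_pilon in tails at 3 hpa ended without tail 0 hpa replicate 2 or 3 (2.31 and 2.06), without tail 3 hpa replicate 3 (2.22) and in DESeq2 (2.75). The call of the elastase cluster_20492_pilon in tails at 3 hpa ended without tail 0 hpa replicate 4 (-1.11), without tail 3 hpa replicate 1 (-1.11) and with a term for the replicate number (-1.07). The call of *Cl-gulo* in control RNAi ended without any 1 of the 3 control RNAi tail 0 hpa libraries (2.19 to 2.56), without control RNAi tail 3 hpa replicate 3 (1.91) and with a term for the replicate number (2.38).

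In the algae, 16 of 126 ribosome transcripts rose at 3 hpa in tails and 2 fell (limma camera adjusted p = 7.54e-06, adjusted p = 0.399 with an estimated correlation), among them the chloroplast 50S protein L18 (cluster_27790_pilon) with 1.74 (SE 0.28, edgeR adjusted p = 0.000292). Of 53 oxidative stress transcripts 10 rose and 3 fell (10 and 4 adjusted over the list alone; limma camera adjusted p = 0.0298, adjusted p = 0.246 with an estimated correlation), with an MSS4-like transcript (cluster_24015_pilon) at 2.05 (SE 0.41, edgeR adjusted p = 0.00154) and a haem peroxidase (cluster_18828_pilon) at -2.22 (SE 0.56, edgeR adjusted p = 0.00946). A heat shock protein 70e (cluster_3968_pilon) rose with 1.14 (SE 0.21, edgeR adjusted p = 0.000806) and a heat shock cognate 70 kDa protein (cluster_7580_pilon) fell with -1.19 (SE 0.35, edgeR adjusted p = 0.0223). The call of haem peroxidase ended without tail 0 hpa replicate 3 (-1.56), and that of heat shock cognate 70 kDa without tail 0 hpa replicate 3 or 4 (-1.20 and -1.09), without tail 3 hpa replicate 1 or 3 (-0.83 and -1.23), with all transcripts scaled together (-0.97) and with a term for the replicate number (-0.76).

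The other lists in tails at 3 hpa follow as transcripts higher and lower of those tested, then the adjusted p of limma camera with its direction and the adjusted p with an estimated correlation. In the acoel they were MAPK cascade 9 and 0 of 35, 0.106 up and 0.339; cell division 39 and 3 of 190, 0.209 up and 0.432; DNA replication 12 and 1 of 77, 0.683 down and 0.872; chemical synaptic transmission 15 and 7 of 142, 0.683 down and 0.872; neuropeptide signalling 2 and 1 of 31, 0.765 up and 0.872; metallopeptidase 4 and 0 of 53, 0.792 down and 0.872; ribosome 2 and 1 of 127, 0.00241 down and 0.804; ribosome biogenesis 15 and 1 of 114, 0.127 down and 0.848; mRNA splicing 12 and 1 of 130, 0.261 down and 0.432; proteasome 2 and 0 of 44, 0.0678 down and 0.70; unfolded protein response and chaperones 14 and 1 of 111, 15 and 1 over the list alone, 0.619 down and 0.872; apoptosis 14 and 3 of 182, 0.517 down and 0.432; innate immune response 8 and 1 of 86, 0.683 down and 0.848; transmembrane transport 45 and 14 of 335, 0.517 up and 0.848; vesicle transport ER to Golgi 15 and 2 of 79, 15 and 3 over the list alone, 0.792 up and 0.872; mitochondrial respiratory chain 0 and 1 of 36, 0.00169 down and 0.432. In the algae they were the paper's oxidative stress genes 6 and 2 of 9, 0.0024 up and 0.228; the paper's algal transporters 0 and 2 of 7, 1 and 2 over the list alone, 0.712 down and 0.746; photosynthetic electron transport 2 and 0 of 11, 0.529 up and 0.746; Calvin cycle 2 and 1 of 15, 0.163 up and 0.629; mitotic cell cycle 3 and 4 of 69, 0.529 down and 0.746; DNA replication 0 and 2 of 29, 0.202 down and 0.377; proteasome 0 and 0 of 36, 0.0583 up and 0.395; heat and protein folding response 4 and 2 of 49, 0.0893 up and 0.388; mitochondrial respiratory chain 0 and 0 of 30, 0.93 down and 0.972. The paper's lists were chosen in part on these samples and are not independent evidence, here and in the next paragraph.

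Lists with an adjusted p of camera of at most 0.05 in the 5 other comparisons planned for lists follow in the same form, and the remaining lists did not pass there. In tails at 6 hpa (n = 2) they were, in the acoel, the paper's acoel regeneration genes 14 and 0 of 16, 15 and 0 over the list alone, 4.61e-21 up and 0.0961; the paper's acoel transporters 5 and 1 of 29, 0.0243 up and 0.272; MAPK cascade 9 and 0 of 35, 10 and 0 over the list alone, 0.00475 up and 0.126; cell division 35 and 1 of 190, 35 and 2 over the list alone, 0.0243 up and 0.234; cilium 55 and 1 of 211, 2.65e-08 up and 0.197; sarcomere and muscle contraction 19 and 0 of 49, 3.74e-07 up and 0.197; extracellular matrix 12 and 0 of 55, 0.0027 up and 0.197; ribosome 1 and 4 of 127, 3.45e-09 down and 0.54; ribosome biogenesis 10 and 0 of 114, 0.0209 down and 0.704; proteasome 2 and 0 of 44, 0.0243 down and 0.604; Wnt signalling 20 and 0 of 79, 20 and 1 over the list alone, 0.00105 up and 0.135; mitochondrial respiratory chain 0 and 0 of 36, 1.83e-05 down and 0.30; digestive peptidases 12 and 31 of 177, 12 and 33 over the list alone, 0.000529 down and 0.126. In the algae they were the paper's photosystem and light-harvesting genes 2 and 0 of 42, 5 and 0 over the list alone, 0.0389 up and 0.729; the paper's chlorophyll synthesis genes 11 and 0 of 26, 17 and 0 over the list alone, 3.21e-14 up and 0.393; the paper's carotenoid synthesis genes 1 and 0 of 7, 0.00263 up and 0.393; the paper's electron flow genes 2 and 0 of 12, 0.0105 up and 0.463; photosystem I or II 2 and 0 of 52, 5 and 0 over the list alone, 0.0105 up and 0.613; photosynthesis 3 and 0 of 58, 9 and 0 over the list alone, 1.74e-05 up and 0.411; chlorophyll biosynthesis 9 and 0 of 27, 15 and 0 over the list alone, 3.11e-12 up and 0.393; starch metabolism 0 and 2 of 33, 0.0439 down and 0.463; proteasome 0 and 0 of 36, 0.00106 up and 0.393; oxidative stress response 3 and 0 of 53, 0.0183 up and 0.393. In control RNAi at 3 hpa (n = 3) they were, in the acoel, the paper's acoel regeneration genes 3 and 0 of 16, 3.45e-10 up and 0.202; DNA replication 0 and 0 of 77, 0.0217 down and 0.202. In the algae they were the paper's photosystem and light-harvesting genes 16 and 2 of 41, 22 and 3 over the list alone, 4.73e-19 up and 0.269; the paper's chlorophyll synthesis genes 0 and 0 of 24, 1 and 0 over the list alone, 0.011 up and 0.419; the paper's algal transporters 0 and 0 of 7, 1 and 0 over the list alone, 0.044 up and 0.269; photosystem I or II 13 and 2 of 52, 20 and 3 over the list alone, 7.05e-10 up and 0.269; photosynthesis 7 and 2 of 57, 13 and 4 over the list alone, 0.0113 up and 0.559; carotenoid biosynthesis 0 and 0 of 17, 0.037 down and 0.381; Calvin cycle 1 and 0 of 15, 0.011 up and 0.419; LHC protein family 8 and 2 of 21, 11 and 3 over the list alone, 2.75e-09 up and 0.269. In *Cl-runt* against control RNAi at 3 hpa (n = 3) they were, in the acoel, cilium 0 and 1 of 208, 0 and 3 over the list alone, 0.0369 down and 0.394; ribosome 0 and 0 of 126, 0.0137 up and 0.60; ribosome biogenesis 0 and 0 of 114, 0.0159 up and 0.394; Wnt signalling 0 and 0 of 79, 0 and 1 over the list alone, 0.0431 down and 0.394; mitochondrial respiratory chain 0 and 0 of 36, 0.0137 up and 0.394; digestive peptidases 0 and 0 of 170, 1 and 0 over the list alone, 0.0369 up and 0.394. In the algae they were the paper's photosystem and light-harvesting genes 0 and 0 of 41, 1 and 12 over the list alone, 2.54e-09 down and 0.52; the paper's chlorophyll synthesis genes 0 and 0 of 24, 0.0175 down and 0.52; the paper's carbon concentrating genes 0 and 0 of 14, 0.0499 down and 0.52; the paper's algal transporters 0 and 0 of 7, 0 and 5 over the list alone, 1.35e-09 down and 0.00425; photosystem I or II 0 and 0 of 52, 1 and 4 over the list alone, 0.000229 down and 0.52; LHC protein family 0 and 0 of 21, 1 and 5 over the list alone, 0.000358 down and 0.52. In the RNAi by time interaction they were the paper's acoel regeneration genes 0 and 0 of 16, 0.0367 down and 0.906 in the acoel and the paper's oxidative stress genes 1 and 0 of 9, 3 and 0 over the list alone, 0.00126 up and 0.222; the paper's algal transporters 0 and 0 of 7, 0 and 1 over the list alone, 0.0322 down and 0.222 in the algae. In *Cl-runt* against control RNAi at 6 hpa it was sarcomere and muscle contraction 0 and 0 of 48, 0.00983 down and 0.346 in the acoel, and none in the algae.

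Between *Cl-runt* and control RNAi at 6 hpa (n = 2 and 3 libraries), *Cl-runt* (cluster_4314_pilon) was lower with -2.14 (SE 0.34, edgeR adjusted p = 0.0272), and 0 algal transcripts passed (DESeq2 2 higher and 7 lower). The call of *Cl-runt* ended without control RNAi tail 6 hpa replicate 2 (-2.04), without any 1 of the 2 *Cl-runt* RNAi tail 6 hpa libraries (-2.43 to -1.86), with only the compared libraries fitted (-2.14) and with a term for the replicate number (-2.04). The acoel calls in *Cl-runt* RNAi at 3 hpa, 17, became 9, 31 and 9 without runt RNAi tail 0 hpa replicates 1, 2 and 3 and 33, 8 and 10 without runt RNAi tail 3 hpa replicates 1, 2 and 3. The algal calls, 87, became 55, 131 and 29 without runt RNAi tail 0 hpa replicates 1, 2 and 3 and 31, 26 and 24 without runt RNAi tail 3 hpa replicates 1, 2 and 3. Under the other settings that moved a count over 1.5 times, they became 26 without the filter on low counts and 59 with only the compared libraries fitted in the acoel and 43 with all transcripts scaled together and 54 with 1 dispersion for all RNAi libraries in the algae.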
